# Sequencing-Based Approaches Reveal Low Ambient Temperature-Responsive and Tissue-Specific MicroRNAs in *Phalaenopsis* Orchid

**DOI:** 10.1371/journal.pone.0018937

**Published:** 2011-05-06

**Authors:** Feng-Ming An, Shuan-Rung Hsiao, Ming-Tsair Chan

## Abstract

Plant small RNAs (smRNAs) are short, non-coding RNA molecules that mediate RNA silencing and regulate a group of genes involved in plant development and responses to environmental stimuli. Low temperature is necessary to initiate stalk development in the orchid *Phalaenopsis aphrodite* subsp. *formosana*. To identify smRNAs in *Phalaenopsis* responding to low temperatures, a smRNA profiling analysis using high-throughput sequencing technology was performed. Subsequent bioinformatic analysis was applied to categorize the miRNAs identified. A total of 37,533,509 smRNA reads yielded 11,129 independent orchid miRNA sequences, representing 329 known miRNA families identified in other plant species. Because the genomic resources available for *Phalaenopsis* are limited, a transcriptomic database was established using deep sequencing data sets to identify miRNAs precursors and their target transcripts. Comparing small RNAs and the transcriptomic database, 14 putative miRNA precursors of 10 miRNA families were identified, as were hundreds of putative targets. Comparing sequencing data and smRNA northern hybridization results identified miR156, miR162, miR528 and miR535 as low temperature-induced miRNAs. In addition, tissue-specific expression of these miRNAs was investigated. It was concluded that miR156 and miR172 may be components of a regulatory pathway mediating transition from the vegetative to the reproductive phase in *Phalaenopsis*. The smRNA and transcriptomic databases could be the foundations for further research aimed at elucidating the control of the flowering time in orchids.

## Introduction

Small non-protein-coding RNAs (smRNAs) present in plants are 20–24 nucleotides (nt) in length and carry out diverse functions during plant development in response to environmental stimuli, in terms of anti-viral defense and involvement in epigenetic modifications [1]. Endogenous smRNAs regulate transcriptional and post-transcriptional gene silencing through DNA methylation, chromatin modification, mRNA cleavage/degradation and translational inhibition [2]. On the basis of precursor structures and biosynthetic pathways, plant smRNAs are broadly classified as small interfering RNA (siRNA) or microRNA (miRNA). The microRNA (MIR) pathway produces microRNA (miRNA), the trans-acting siRNA (TAS) pathway produces trans-acting small interfering RNA (ta-siRNA), the post-transcriptional gene silencing (PTGS) pathway produces virus-induced (VI-PTGS) and repeat associated siRNA (rasiRNA), and the natural antisense transcripts (NATs) pathway produces naturally occurring siRNAs (nat-siRNA) [3].

Transcripts transcribed from *MIR* genes, usually located between coding genes, are termed “pri-miRNAs”. Pri-miRNAs are processed by DICER-LIKE1 (DCL1) proteins to generate stem–loop precursor miRNAs, termed “pre-miRNAs”. Final processing of these precursors is carried out by a macromolecular protein complex formed by DCL1, HYPONASTIC LEAVES1 (HYL1) and SERRATE (SE), and they are exported to the cytoplasm through the action of the plant exportin 5 ortholog HASTY. Ultimately, the guide miRNA strand is incorporated into ARGONAUTE (AGO) proteins to initiate the downstream gene silencing process [4].

*Phalaenopsis* orchids are appreciated for their beauty and represent a commercialized species with high economic value. *Phalaenopsis aphrodite* subsp. *formosana*, a native species of *Phalaenopsis* in Taiwan, has been widely used for breeding hybrids with various colors, shapes and sizes of floral organs. Industries often use high temperatures (>28°C) to inhibit spike initiation and low temperatures (24°C/18°C, day/night) to synchronize the flowering date in certain *Phalaenopsis* species. Without prolonged exposure to low ambient temperatures, spike initiation would be inhibited. Several studies have demonstrated that low temperatures during the day or at night are necessary for *Phalaenopsis* orchids to flower [5], [6]. *Phalaenopsis* orchids are classified biologically as crassulacean acid metabolism (CAM) plants. Metabolic analysis based on the characteristics of CAM plants elucidated the relationship between the metabolic pool and low temperature conditions for spike induction in *Phalaenopsis aphrodite* subsp. *formosana* [6]. Some studies have demonstrated the importance of low ambient temperature requirements for the reproductive phase transition in *Phalaenopsis aphrodite* subsp. *formosana*, but the regulatory mechanism(s) underlying this transition have yet to be elucidated.

Several studies have demonstrated that miRNAs are involved in abiotic and biotic stresses such as oxidative stress [7], cold [8], [9], salt, nutrient deficiency [10], [11], [12] and pathogen infection. miRNA398 is a repressor of Cu-Zn superoxide dismutase genes (At1g08830, *CSD1*; At2g28190, *CSD2*), which act as ROS scavengers [7]. In response to oxidative stress miR398 is down-regulated, resulting in an immediate increase in the level of *CSDs*, which remove ROS. miR395 and miR399 regulate gene expression to maintain sulfur and phosphate homeostasis during nutrient-deficient conditions. ATP sulfurylases (At3g22890, *ASP1*; At4g14680, *ASP3*; and At5g43780, *ASP4*) and sulfate transporters (At5g10180, AtSULTR2;1), which are involved in sulfur assimilation and translocation, specifically, are targeted by miR395 [11], [12]. miR399 is up-regulated during phosphate starvation, causing repression of its target gene, *PHO2* (also named *UBC24*); as a result, Pi uptake is increased [10]. Several studies have analyzed the expression patterns of miRNAs under conditions of various stresses using deep sequencing and/or miRNA microarray. These studies identified the putative miRNA targets, but require validation, and the overall pathways have yet to be determined. Temperature-responsive smRNAs were identified predominantly under temperature stress conditions. In response to cold stress, miR156/157, miR159/319, miR165/166, miR169, miR172, miR393, miR394, miR396, miR397 and miR398 were up-regulated [9]. Low ambient temperature conditions are less stressful than extreme cold. Two miRNA families, miR156 and miR169, were up-regulated at low ambient temperatures; validation was achieved by comparing northern hybridization results with those obtained using microarray analyses [13]. However, the regulatory roles of smRNAs that exhibit a change in their expression profiles during low ambient temperature conditions in other species remains unclear.

To investigate which functional miRNAs potentially affect the development and flowering of *Phalaenopsis aphrodite* subsp. *formosana* during low ambient temperature conditions, candidate miRNA species were identified using deep sequencing. After aligning these candidates with known miRNAs found in other plant species, it was evident that some miRNA families were highly represented including miR156, miR166, miR167, miR168, miR172, miR528 and miR535. By mining the sequencing data, several abundant miRNAs were shown to be induced by low temperature treatment; the expression profiles of these miRNAs were confirmed using northern hybridization. The results demonstrated that the four major miRNA families were induced by low temperatures and that their expression was tissue specific. To identify target transcripts of miRNAs, referenced genomic or EST (expressed sequence tag) sequences should be available. *Phalaenopsis* has few sequence resources. Therefore, the usability of a transcriptomic database established by 454 pyrosequencing was investigated as a possible reference. Several target transcripts were annotated to known miRNA-mediated target genes in other plant species, revealing conservation of miRNA regulatory pathways. Furthermore, some of these target transcripts were highly associated with phase transition and flower development, suggesting the possibility of regulatory pathways for low temperature-responsive miRNAs. Previous studies have demonstrated that specific miRNAs are involved in the regulation of development and flowering in plants. For example, the sequential action of ath-miR156 (ath-, *Arabidopsis thaliana*) and ath-miR172, which leads to repression of *SMZ*, *SNZ*, *TOE1* and *TOE2*, regulates flowering in *Arabidopsis* [14], [15]. Therefore, miR156, miR172 and their target transcripts were selected as candidates to validate the entire approach, suitable for investigating miRNA-mediated regulatory pathways.

In this study, two comprehensive smRNA and transcriptomic databases have been developed, which not only contribute to the understanding of low-temperature regulation but may also prove useful tools for future research projects. The results presented herein provide an insight into the regulatory role of miRNAs in *Phalaenopsis aphrodite* subsp. *formosana* in response to low ambient temperatures and provide valuable information in relation to the control of flowering time.

## Results

### The microRNA biosynthesis pathway in *Phalaenopsis aphrodite* subsp. *formosana* is similar to that of *Arabidopsis*

To identify the existing miRNA biosynthesis pathways in *Phalaenopsis aphrodite* subsp. *formosana*, Blast searches against the deep sequencing-based *Phalaenopsis* transcriptomic database were performed using 29 known *Arabidopsis* genes [3] involved in miRNA biosynthesis. With the exception of *AGO7* and *SUVH4*, miRNA biosynthesis components of *Arabidopsis* were identified in the native orchid. This reveals a high degree of conservation of these pathways between *Arabidopsis* and *Phalaenopsis* (Table S1).

### Small RNA sequencing using Illumina

Leaves of *Phalaenopsis aphrodite* subsp. *Formosana*, with or without low temperature treatment, were harvested for smRNAs expression analysis, and stalks and flower buds were harvested for investigating tissue-specific expression of smRNAs. 

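Small RNA was sequenced from leaves, stalks and flower buds of Phalaenopsis aphrodite subsp. formosana in 4 libraries, 1 for each condition. The untreated leaf library (NL) came from plants held at 32°C in the light and 27°C in the dark, and the low temperature-treated leaf library (CL) from plants held at 24°C and 18°C. The stalk library (S) and the flower bud library (FB) came from plants at the lower temperatures, which bring on the flower stalk. The authors removed adaptors, contaminants, low quality reads and reads below 18 nt, and collapsed identical reads into unique sequences. They then aligned the unique sequences by BLAST to the known miRNAs of miRBase. The deposited values are the counts of reads of each unique sequence that matched a known miRNA, with its best match and the number of mismatches and gaps. These counts sum to 226523 reads in NL, 404345 in CL, 106142 in S and 265352 in FB. The paper's own totals of clean reads are 7201625, 7399031, 8015074 and 6317171 in the same order, and levels are given as reads per 1000000 clean reads (RPM). The small RNAs without a match to a known miRNA are not analysed here. A family holds all sequences whose best match carries the same miRNA number, with letters and arms merged. A ratio between 2 libraries is the ratio of RPM, with an exact binomial 95% interval in brackets. Families with at least 100 reads over the 2 libraries were called higher at a ratio above 1.5 and lower at a ratio below 0.667. With 1 library per condition there is no replicate check, so every ratio compares 2 libraries and not 2 conditions. The intervals cover counting error only, and reads copied by PCR are not independent molecules, so the true uncertainty is larger. Reads below 18 nt made up 5.40% of high-quality reads in NL, 9.05% in CL, 5.60% in S and 17.6% in FB, so the length of the sequenced inserts differed between the libraries.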

Four pools of smRNAs were generated and subjected to next-generation sequencing using Illumina technology (see Methods). After excluding polyA sequences, short reads with lengths below 18-nt and contaminants of adapter and null sequences, 28,932,901 from a total of 37,533,509 reads contained correct adapter sequences (Table 1). Data analysis revealed that the four batches contained a similar size distribution of smRNAs, with sequences of 24-nt representing the most abundant class in each batch. Although the number of total reads was similar for each batch, the number of clean reads was reduced in the batch containing flower buds. There were more reads corresponding to 21-nt-long smRNAs in low ambient temperature-treated leaves and flower buds than in reads of untreated leaves and stalks (Figure 1). The number of sequences with a length of 24-nt was lower in the group of flower buds (∼2.8 million) than in all other batches (approximately four million, on average). After removal of rRNA, tRNA, snRNA, snoRNA and repeat sequences characterized in Rfam [16] and Genbank [17], a total of 3.8–5.3 million unique sequences in the range of 18–25 nt remained in the four batches and these were used for further analyses (Table 1).

**Figure 1:**
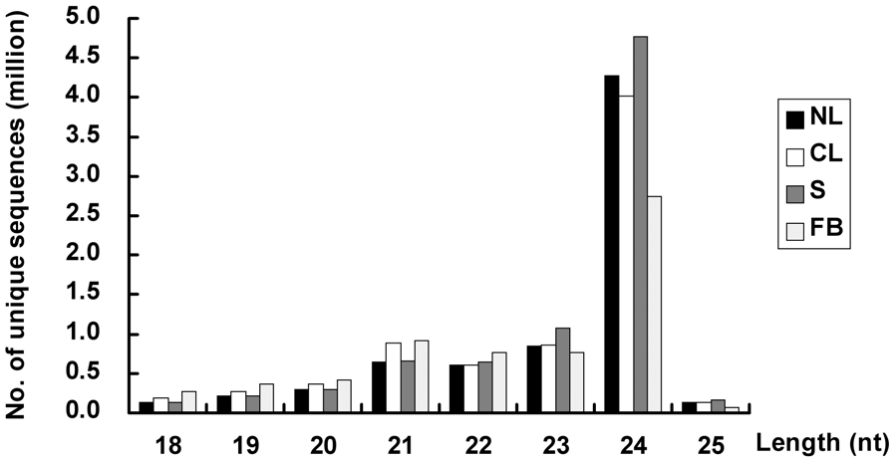
Size distribution of small RNA sequences in the separated tissues of native *Phalaenopsis*. NL: leaves from untreated plants, CL: leaves after low ambient temperature treatment, S: stalks, FB: flower buds.

**Table 1:** Summary of small RNA sequencing.

	NL	CL	S	FB
Number of sequence reads	9,012,431	9,621,208	9,891,244	9,008,626
high quality	7,655,780	8,188,034	8,557,683	7,816,982
adapter3 null	6,011	6,207	11,668	5,478
insert null	1,412	1,483	1,902	58,600
adapter5 contaminants	32,889	39,121	49,417	61,064
smaller than 18 nt	413,178	741,172	478,813	1,373,976
polyA	665	1,020	809	693
clean reads	7,201,625	7,399,031	8,015,074	6,317,171
No. of unique sequences	4,633,037	4,386,295	5,330,904	3,853,304
miRNA	4,207	4,981	3,288	4,831
rRNA	32,280	37,938	29,959	27,394
repeat	742	929	911	1,137
snRNA	456	463	570	628
snoRNA	354	357	416	463
tRNA	6,446	7,600	4,784	4,901
unann	4,577,057	4,323,265	5,275,951	3,803,023

### Alignment to known miRNAs

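Reads that match known miRNAs took 3.15% (3.13 to 3.16) of the clean reads of untreated leaves and 5.46% (5.45 to 5.48) of those of low temperature-treated leaves. The share was 1.32% (1.32 to 1.33) in stalks and 4.2005% (4.18 to 4.22) in flower buds. miR528, a family of monocots that cleaves transcripts of copper proteins, gave the most abundant sequence of both leaf libraries and of flower buds. This sequence, UGGAAGGGGCAUGCAGAGGAG, held 18.7% of matched reads in untreated leaves, 35.9% in treated leaves and 37.8% in flower buds. In stalks the most abundant sequence was UCGCUUGGUGCAGGUCGGGAC of miR168, the family that cleaves the ARGONAUTE1 transcript, with 20.6% of matched reads. In RPM, matched reads were 1.74 (1.73 to 1.75) times as high in treated as in untreated leaves, and 1.31 (1.30 to 1.31) times with miR528 left out. Against treated leaves the ratio was 0.242 in stalks and 0.769 in flower buds. The matched unique sequences numbered 4207 in untreated leaves, 4981 in treated leaves, 3288 in stalks and 4831 in flower buds. Between 62.1% and 65.0% of them were read 1 time, and the mean was 53.8, 81.2, 32.3 and 54.9 reads per sequence. Of all unique small RNA sequences in the libraries, 0.0908%, 0.114%, 0.0617% and 0.125% had a match. Most matched reads were close to a known miRNA, since 90.2%, 93.3%, 88.2% and 87.0% had at most 1 mismatch or gap.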

The unique sequences of the four batches were used for aligning to known miRNA sequences from miRBase v15; between 3,300 and 5,000 sequences were obtained from various samples (Table 1). The size distribution of match-to-known miRNA sequence reads in *Phalaenopsis* orchid demonstrated a maximum at miRNAs 21-nt in length (Figure 2), consistent with data obtained previously in another plant species using a similar approach [18]. 

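Sequences of 21 nt, the length that DICER-LIKE1 cuts from most miRNA precursors, held 67.1% (66.9 to 67.2) of matched reads in untreated leaves and 75.4% (75.3 to 75.5) in treated leaves. In stalks they held 80.5% (80.2 to 80.7) and in flower buds 83.8% (83.7 to 84.0). The next length in leaves was 22 nt, with 18.6% of reads in untreated and 12.5% in treated leaves, against 2.37% in stalks and 2.22% in flower buds. Much of this class belonged to miR167, which cleaves transcripts of auxin response factors. In leaves 90.5% (untreated) and 90.0% (treated) of miR167 reads were 22 nt long, against 18.3% in stalks and 51.2% in flower buds. miR167 reads of 21 nt made up 3.59%, 4.24%, 78.0% and 42.9% of the family in the same order of libraries. In RPM the 21 nt class was 1.95 (1.94 to 1.97) times as high in treated as in untreated leaves, and this ratio stays above 1 relative to all matched reads. With miR528 left out, 21 nt was still the most frequent length, at 60.01%, 63.7%, 79.4% and 77.2%. Sequences of 20 nt held 7.64%, 7.92%, 9.54% and 7.39% of reads, and those of 24 nt between 0.182% and 0.967%. Counted by unique sequence, the 21 nt class was smaller, from 37.8% to 41.7%.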

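The matched sequences of the 4 libraries had 1002362 reads together, and their best matches carried 368 family numbers. A small set of conserved families held most of these reads: 36 families had at least 100 reads and 16 had at least 1000. At the other end, 266 families had fewer than 10 reads and 90 families were represented by 1 unique sequence. Of the unique sequences, 7066 (63.5%) were read 1 time and 7675 (69.0%) were found in 1 library only. The 958 sequences found in all 4 libraries, 8.61% of the total, held 97.0% of the reads. Among the families with few reads were regulators known from other plants: miR395, which acts on sulfate assimilation, had 4, 5, 4 and 2 reads in untreated leaves, treated leaves, stalks and flower buds. miR408, which acts on copper proteins, had 5, 11, 0 and 22 reads, where a count of 0 leaves room for up to 3. miR394, which acts in the shoot meristem, had 4, 7, 1 and 44 reads, and miR393, which acts on auxin receptors, had 32, 18, 21 and 10.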

Alignment of miRNA sequences of the four samples revealed the presence of 11,129 unique sequences belonging to 329 miRNA families. 

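miR528 had the most reads, 333661 over the 4 libraries or 33.3% of all matched reads. miR168 followed with 174936 reads, ahead of miR166, which controls leaf polarity through class III homeodomain-leucine zipper genes, with 117613. miR167 had 104528 reads and miR535, a family close in sequence to miR156, had 88367. miR172, which represses AP2-like genes during flowering, had 55234 reads, and miR156, which holds plants juvenile through SPL genes, had 52576. miR894 had 25100 reads and miR164, which acts on NAC genes of organ boundaries, had 17884. miR157, a relative of miR156, had 7202 reads, miR169, which acts on NF-YA genes, 4693, and miR159, which acts on GAMYB genes, 4411. miR397, which acts on laccases, had 2752 reads, and miR162, which acts on DICER-LIKE1, had 2225. The 10 families miR156, miR159, miR164, miR166, miR167, miR168, miR172, miR528, miR535 and miR894 held 974310 reads, 97.2% of the total. The largest family changed with the tissue: miR528 held 20.8% of matched reads in untreated leaves, 40.5% in treated leaves and 42.8% in flower buds, but 8.90% in stalks. In stalks miR168 was the largest family with 36.2% of matched reads, and miR172 was next with 19.4%.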

Within these 329 miRNA families, the main components in *Phalaenopsis* orchid were miR156, miR159, miR164, miR166, miR167, miR168, miR172, miR528, miR535 and miR894 (Figure 3A). 

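The families with many reads also held the most variants of their sequence. miR166 had 1099 unique sequences, miR168 had 930 and miR167 had 860. miR172 had 717, miR156 had 709, miR894 had 690 and miR535 had 623. miR164 had 435 unique sequences and miR159, with far fewer reads than these families, had 345. At least 100 unique sequences were found in 14 families, among them miR169 with 144, miR1023 with 139, miR157 with 132 and miR171, which acts on GRAS genes of the meristem, with 126. Few of these variants were abundant, as the 53 sequences with over 1000 reads held 91.0% of all matched reads.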

The more abundant miRNA families contained hundreds of unique sequences (Figure 3B). A low number of sequence reads may be insufficient to represent the expression pattern of a single sequence. Therefore, sequences with a high number of reads were used to study the roles of low temperature-responsive miRNAs in the orchid *Phalaenopsis*.

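The number of reads sets how closely a ratio can be read. UCGGACCAGGCUUCAUUCCCC, the main sequence of the polarity regulator miR166, had 23205 reads in untreated and 23109 in treated leaves, and its ratio of 0.969 has the interval 0.952 to 0.987. UGCACUGCCUCUUCCCUGGCUU of miR408, a family induced by copper shortage, had 2 and 9 reads, and its ratio of 4.38 has the interval 0.907 to 41.7. UGACAACGAGAAAGAGCACGC of miR535 had 6 and 8 reads, with a ratio of 1.30 (0.395 to 4.54). Over 100 reads were reached by 85 matched sequences in untreated leaves and by 108 in treated leaves.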

**Figure 2:**
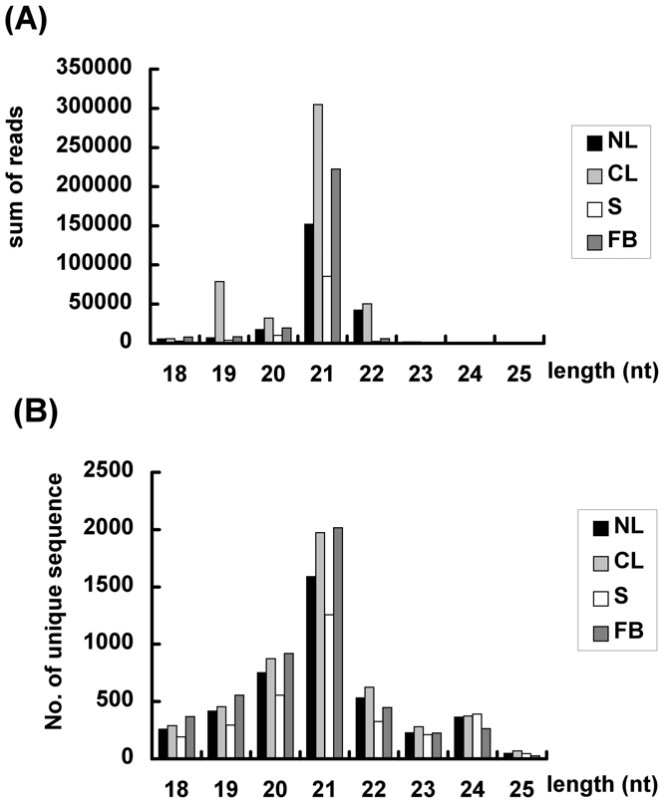
Characterization of conserved miRNAs in various tissues of *Phalaenopsis* orchid. Size distribution of mature miRNAs in each tissue as a function of the sum of reads (A) and the number of unique sequences (B) NL: leaves from untreated plants, CL: leaves from low ambient temperature treatment, S: stalks, FB: flower buds.

**Figure 3:**
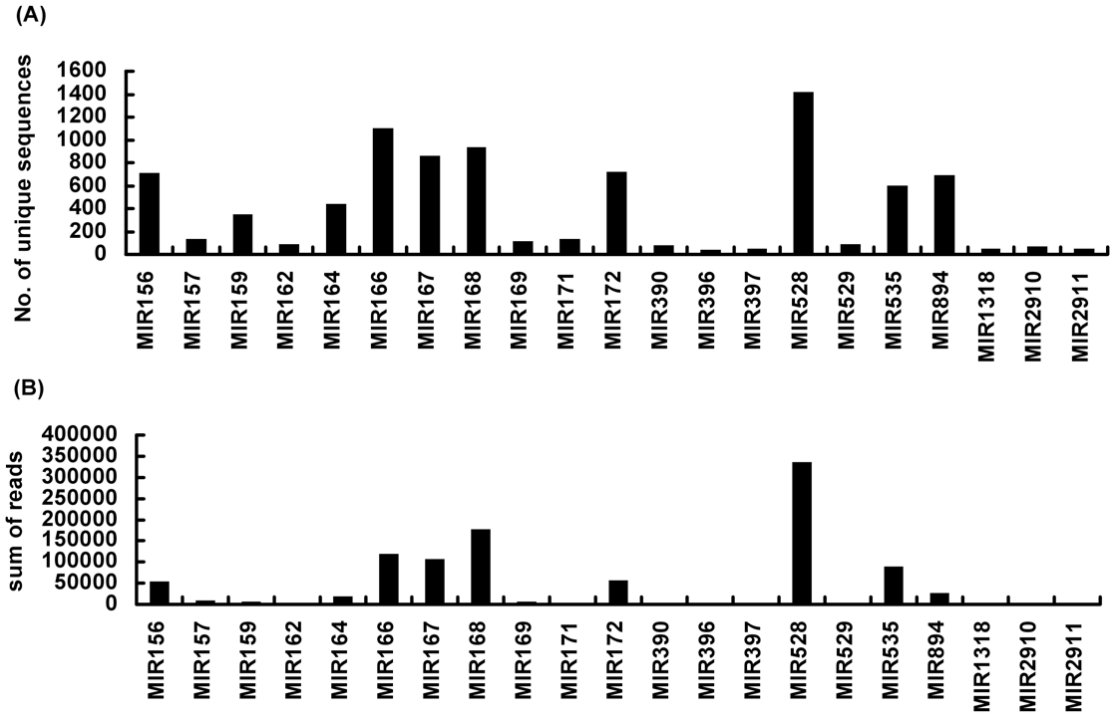
Characterization of conserved miRNA families. miRNA families pertaining to the number of unique sequences (A) and to the sum of reads in an individual miRNA family (B). NL: leaves from untreated plants, CL: leaves from low ambient temperature treatment, S: stalks, FB: flower buds.

### Sequencing-based analysis of low ambient temperature-responsive miRNAs in *Phalaenopsis aphrodite* subsp. *formosana*

For the analysis of low temperature responsive smRNAs in the orchid *Phalaenopsis*, smRNA sequences with a number of reads over 100 were considered highly abundant. By comparing abundant smRNAs in the group of untreated leaves with that of low temperature-treated leaves, 1,282 unique sequences present in both groups were identified (Figure 4A). Among these sequences, 65 were miRNAs (5.1%), 107 were tRNAs (8.3%), 93 were rRNA (7.3%) and 1,008 were unknown sequences (78.6%) (Figure 4B). 

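The abundant miRNAs of both leaf libraries were mostly variants of a few families. Among the matched sequences, 72 from 16 families had over 100 reads in untreated and in treated leaves, and a further 13 reached this in untreated leaves only and 36 in treated leaves only. miR894 contributed 14 of them, the auxin-related miR167 contributed 13 and the leaf polarity regulator miR166 contributed 10. miR168 and miR528 had 6 each, miR164, miR172 and miR535 had 4 each, miR156 had 3 and miR159 had 2. miR157, miR162, miR390, miR396, miR397 and miR1318 had 1 each. Together the 72 sequences held 92.2% of the matched reads of untreated leaves and 93.6% of those of treated leaves. The other classes of small RNA are not analysed here.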

A calculation of fold change of reads (fold = reads of treated group/untreated group) for these sequences revealed that 416 smRNA sequences in the low temperature-treated group had a >1.5 fold increase in reads, whereas 137 smRNA sequences had a decreased ratio (Figure 4C). 

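Among the 72 abundant miRNA sequences the copper-related miR528 and the ARGONAUTE1 regulator miR168 supplied the most raised ones, 10 of 24: all 6 sequences of miR528 and 4 of the 6 of miR168 had a ratio of raw reads above 1.5. For miR535 this held for 3 of 4 sequences, for miR156 for 2 of 3 and for miR159 for 2 of 2, and the single sequences of miR157, miR162 and miR1318 were raised too. Ratios below 0.75 were found for 5 of the 14 sequences of miR894, for 3 of the 4 of the flowering regulator miR172 and for 1 of the 10 of miR166. Of all 72 sequences 33.3% lay above 1.5 and 9 below 0.75, with a median ratio of 1.23. By size of ratio, 12 sequences lay above 2, 12 from 1.5 to 2, 27 from 1 to 1.5, 12 from 0.75 to 1, 5 from 0.5 to 0.75 and 4 below 0.5.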

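By RPM miR528 differed most between the leaf libraries (relative to all matched reads miR172 did), with a ratio of treated to untreated leaves of 3.38 (3.35 to 3.42). miR156, which delays the change to the adult and flowering phase, was higher at 2.55 (2.49 to 2.60), and its relative miR157 at 1.82 (1.73 to 1.92). The ARGONAUTE1 regulator miR168 was higher at 1.71 (1.69 to 1.73), miR535 at 1.701 (1.67 to 1.73) and miR159, a regulator of gibberellin signalling, at 1.68 (1.52 to 1.86), but relative to all matched reads these 3 ratios fall just below 1 (0.985, 0.979 and 0.969). miR172, which promotes flowering, was the only family called lower, at 0.471 (0.457 to 0.486), but with perfect matches only it is at 1.48 and no family is called lower. In the paper, reads of treated and untreated leaves are divided for each abundant sequence, and these ratios are part of the evidence from which the paper names its low temperature-responsive families. Called higher as well were miR2911 at 2.90 (2.46 to 3.45), miR2910 at 1.72 (1.36 to 2.20), miR529 at 1.71 (1.33 to 2.21), miR2915 at 1.61 (1.17 to 2.23) and miR1318 at 1.55 (1.28 to 1.87), and of these all but miR2911 fall below 1 relative to all matched reads. The most abundant sequences of miR2911, miR529 and, named below, miR397 each had 4 mismatches or gaps to the known miRNA, so their family names are less certain. Between the limits lay miR162 at 1.398 (1.24 to 1.58), miR397 at 1.32 (1.17 to 1.49), miR164 at 1.22 (1.17 to 1.26) and miR167 at 1.11 (1.09 to 1.12), and these too fall below 1 relative to all matched reads (0.805, 0.761, 0.7001 and 0.637). miR894 at 0.966 (0.936 to 0.998), miR166 at 0.926 (0.912 to 0.939), miR390 at 0.896 (0.771 to 1.04), miR396 at 0.839 (0.701 to 1.00) and miR171 at 0.775 (0.631 to 0.951) lay below 1 with every denominator, though the intervals of miR390 and miR396 reach 1. The miR396 ratio leaves out 4 sequences that the paper lists and that were not analysed here, each with more reads in treated leaves by its numbers. The miR396 values in this paragraph therefore cover part of the family only. The miR159 ratio leaves out 1 such sequence, with 451 reads in untreated and 1082 in treated leaves by the paper's numbers. The analysed miR159 reads are 598 and 1034, so the fall of miR159 below 1 holds for the analysed sequences only. The denominator matters here because matched reads as a whole were higher in treated leaves, a shift of 0.80 log2, and scaling by the median ratio of abundant sequences shifts all families by 0.24 log2. Relative to all matched reads, miR528 (1.95) and miR2911 (1.67) stay above 1.5, miR156 is at 1.47, miR157 at 1.05 and miR172 at 0.271. Of 25 families with enough reads, 11 were called higher and 1 lower, against 2 higher and 9 lower relative to all matched reads and 4 higher and 3 lower with median ratio scaling. Leaving miR528 out of the matched reads, a choice made after the values were seen, gives 3 higher and 4 lower. Median ratios of family lists are compared with 10000 random lists of families of similar read number. The random lists come from the same 25 families and can hold members of the list itself. Phase transition families had a median of 1.71 (percentile 89.0), with miR156, miR157, miR529 and miR535 higher and miR172 lower, and copper families a median of 2.12 (percentile 90.7), with miR528 higher and miR397 between the limits. Auxin, meristem and organ polarity families had a median of 0.926 (percentile 4.65), and the families of cell proliferation and shoot branching, miR396 and miR171, a median of 0.807 (percentile 0.965), with no call in either list by RPM, against 4 and 2 families called lower relative to all matched reads. No random list could have a lower median than miR396 and miR171, so 0.965 is the floor of that comparison and not an extreme result. Small RNA pathway feedback families, miR168 and miR162, had a median of 1.55 (percentile 66.4), and the families resembling rRNA or tRNA fragments a median of 1.55 (percentile 73.3), with miR2910, miR2911 and miR1318 higher. The gibberellin list and the sulfate, phosphate and nitrogen list had 1 family each with enough reads, miR159 (called higher) and miR169 at 0.967 (0.764 to 1.22).

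**Figure D1:**
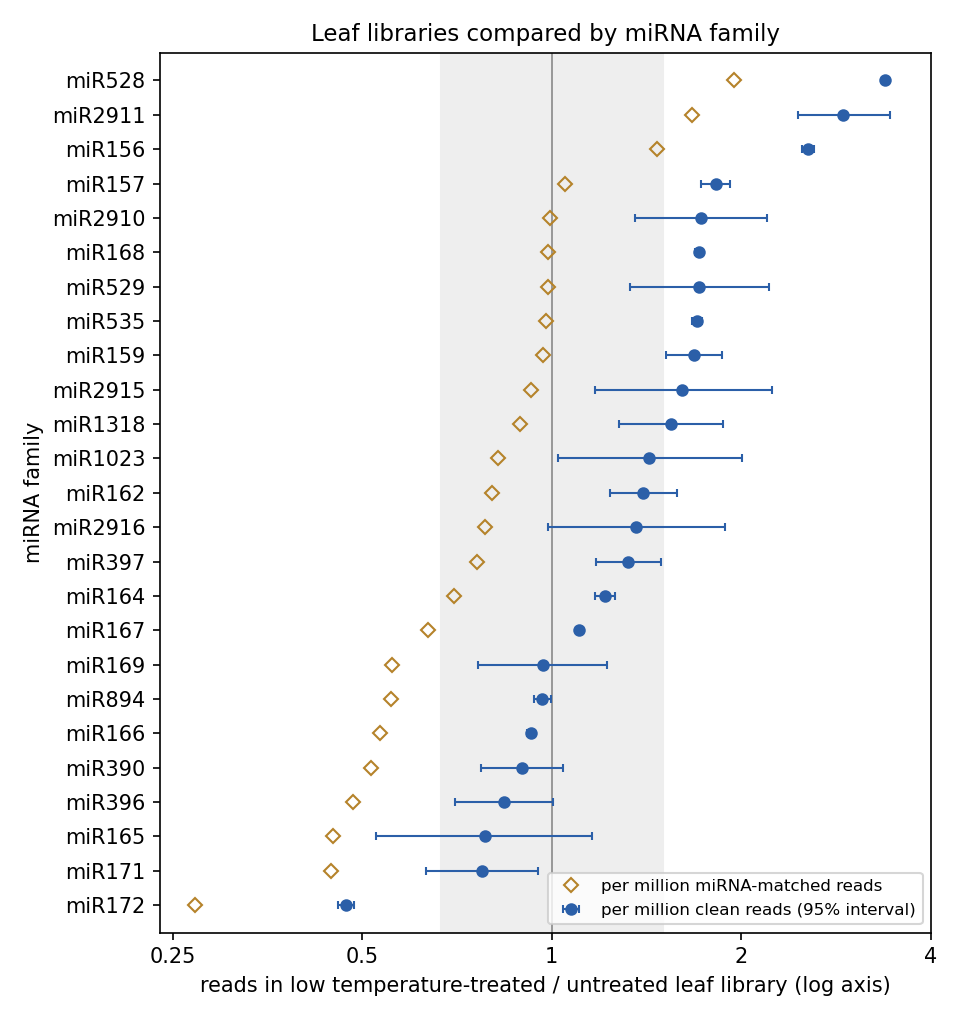
Ratio of treated to untreated leaves for the 25 families with at least 100 reads, on a log axis, with blue points from RPM with 95% intervals, open diamonds relative to all matched reads and a grey band from 0.667 to 1.5. miR528 and miR2911 lie above the band with both denominators and miR172 below it with both, while families such as miR168, miR535 and miR159 lie above it by RPM and below 1 relative to all matched reads.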

Further analysis indicated that miR156, miR159, miR162, miR168, miR396, miR528, miR535 and miR894 were induced in leaves during low ambient temperature treatment; miR172 demonstrated a repressed pattern in leaves during the same treatment. miR164, miR166, miR167 and miR390 were expressed at similar levels under low temperature-treated or untreated conditions (Table 2).

**Figure 4:**
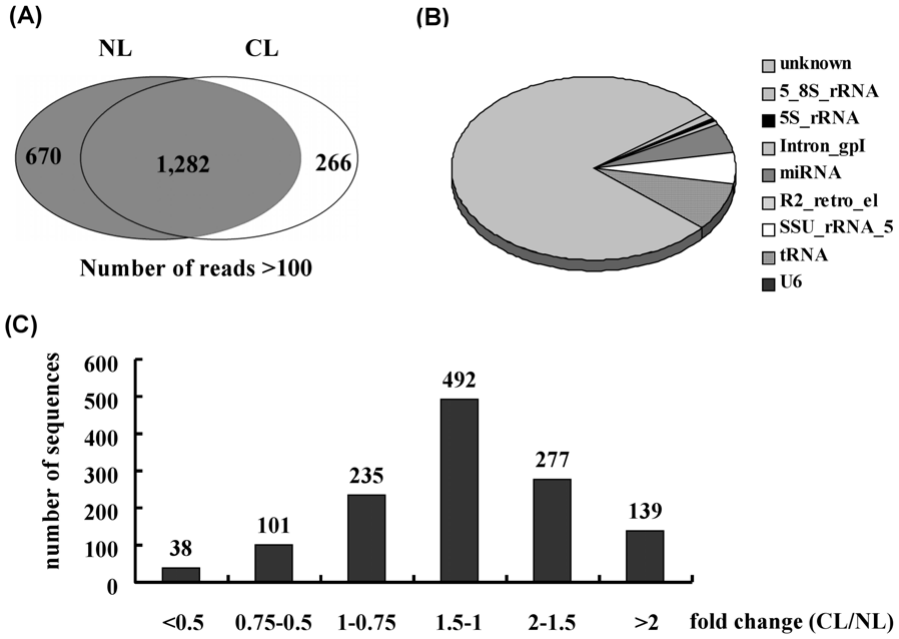
Summary of low temperature-responsive miRNA selection. Abundant smRNAs from untreated and low temperature-treated leaves (A); Characterization of abundant smRNAs (B); Fold change of small RNA unique sequences by comparing the dataset of the low temperature treated group to the untreated group (C). NL: leaves from untreated plants, CL: leaves from low ambient temperature treatment.

**Table 2:** List of predicted precursors.

MIRNA loci	miRNA seq	length	predicted precursor*	MFE (kcal/mol)
miR156	UGAGAGAGAAAGAGAGAGAGCAU	23	con_contig16056	−302.42
miR164	UGGAGAAGCAGUGCACGUGUU	21	con_contig07032, chi_contig01076	−42.5, −44.9
miR171	AUGAGCCGAACACGAACACACU	22	con_contig03214	−24.9
	UUGAGCCGAACACGAACACACC	22		
miR396	UCCCACAGCUUUCUUGAACUG	21	con_contig08933	−52.6
	UCCCACAGCUUUCUUGAACUC	21		
miR418	AAUGAUGAUGAUGAUGAUGACG	22	bud_contig04831	−23.5
miR535	UGACAACGAGAAAGAGCACCC	21	bud_contig03834	−55.4
	UGACAACGAGAAAGAGCACGC	21		
	UGACAACGAGAAAGAGCACUC	21		
	UGACUACGAGAGAGAGCACGC	21		
	GACAACGAGAGAGAGCACGCUA	22		
	UGACAACGAGAGAGAGCACGCUA	23		
miR854	GAUGAGGAGGAGGAGGAGGAGGAG	24	con_contig03976	−167.3
miR900	AUGUGUUAUUGUAUCCUGGGAA	22	chi_contig14717	−21.5
	UCCCAGGAUACAAUAACACAUGA	23	chi_contig14717, bud_contig15809	−21.5, −86.9
miR1023	AGAGGAAGUGAGAGAGAGUGAU	22	con_contig20221	−80
miR1063	CAUCAUUGGAGUACUGAUGCAU	22	con_contig15919, chi_contig02825	−56.5, −41.5

*Contig IDs are used in the transcriptomic database. These IDs will be well-linked for searching despite further definitions being made.

### Precursor prediction of miRNA with transcriptomic database and secondary stem-loop structural simulation

Pre-miRNAs have an important feature that distinguishes them from other small RNAs: they form a secondary hairpin structure. This characteristic offers a powerful approach for predicting the existence of new miRNA orthologs or homologs in other species [19]. To predict miRNA precursors, putative miRNA sequences were searched against a transcriptomic contig database (see Methods). Twenty-five of 11,129 identified miRNA sequences matched 33 transcript contigs that are thought to be primary miRNAs (pri-miRNAs). The secondary structure of these contigs were analyzed using the RNAfold web server [20]. 

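The mature sequences listed with predicted precursors were rare in the libraries. All 18 sequences, from 10 families, were found, with a median of 1 read over the 4 libraries, and 17 of them had at most 10 reads. The most frequent belongs to miR535, a family first described in moss: UGACAACGAGAAAGAGCACGC had 25 reads in all, of which 2 came from stalks and 9 from flower buds. UGGAGAAGCAGUGCACGUGUU of the NAC regulator miR164 had 2 reads in untreated and 4 in treated leaves, and UGACUACGAGAGAGAGCACGC of miR535 had 6 reads over the libraries. Of the other families with a listed sequence, miR418 had 14 reads in all, miR854 had 70, and miR900 and miR1063 had 3 each.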

Only 13 contigs belonging to 10 miRNA families had a putative secondary structure (Table 3). MFE (minimal folding free energy) was used to evaluate the stability of simulated RNA secondary structures. Generally, the lower the MFE, the more stable the formed RNA secondary structure. Stem-loop hairpin structures including mature miRNA sequences on both strands were used to calculate MFE. The average length of the hairpin structures was approximately 100 nucleotides. Because the input sequences differed in length, the range obtained for the MFE of these structures was −21.5 to −302.42 kcal/mol. Owing to their well-formed secondary structures, two pri-miRNA sequences belonging to miR396 and miR535 were considered potential candidates for further study (Figure 5).

**Figure 5:**
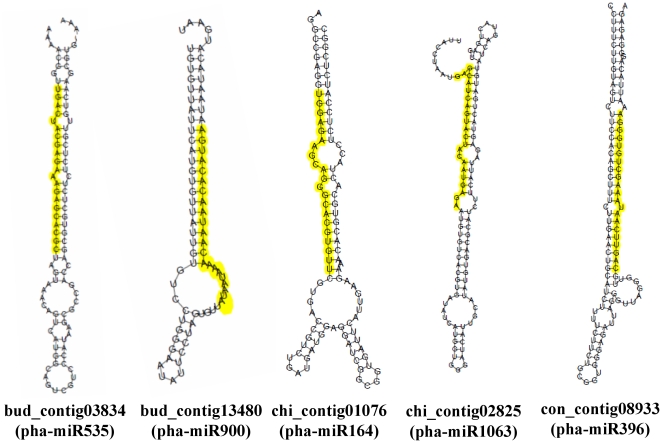
Secondary structure simulation of predicted miRNA precursors. pha: abbreviation for *Phalaenopsis aphrodite* subsp. *formosana*.

**Table 3:** Abundant miRNAs present in *Phalaenopsis aphrodite* subsp. *formosana*.

miRNA family	Sequence	Length	Reads/clean reads (million)*				Relative change**
			NL	CL	S	FB	
miR156/157	**C**UGACAGAAGAUAGAGAGCAC	21	1131	3026	100	720	2.68
	UGACAGAAGAGAG**U**GAGCAC	20	490	1242	272	557	2.54
miR159	UUUGGAUUGAAGGGAGCU**CUA**	21	62	106	63	201	1.71
	UUUGCAUAACUCAGGAGCUGG	21	63	148	293	373	2.37
miR162	UCGAUAAACCUCUGCAUCCGG	21	47	70	32	93	1.48
miR164	UGGAGAAGCAGGGCACGUG**UU**	21	94	132	1	8	1.41
	UGGAGAAGCAGGGCACGUG**CA**	21	496	589	132	692	1.19
	UGGAGAAGCAGGGCAC**A**UGUU	21	36	51	2	13	1.41
miR166	**U**UCGGACCAGGCUUCAUUCCC	21	41	44	9	47	1.07
	UCGGACCAGGCUUCCUUCCCC	21	239	91	81	113	0.38
	UCGGACCAGGCUUCAUUC**CCC**	21	4409	4305	1428	4076	0.98
	GGAAUGUUGUCUGGCUCGAGG	21	20	62	72	77	3.07
	CGGACCAGGCUUCAUUCC**CC**	20	83	106	32	113	1.28
miR167	UGAAGCUGCCCGCAUGAUCUGA	22	19	19	0	1	0.99
	UGAAGCUGCCAGCAUGAUCUGU**UC**	24	1145	1358	41	82	1.19
	UGAAGCUGCCAGCAUGAUCUG**AA**	23	4314	4749	64	401	1.10
	**U**GAAGCUGCCAGCAUGAUCU**A**	22	310	365	447	406	1.18
miR168	UCGCUUGGUGCAGGUCGGGAU	21	461	977	232	352	2.12
	UCGCUUGGUGCAGGUCGGGAC	21	2061	4600	2730	2970	2.23
	**U**CGCUUGGUGCAGGUCGGGAA**U**	22	2436	3032	1573	1498	1.24
miR172	**C**GAAUCUUGAUGAUGCUGCAU	21	1401	652	260	169	0.47
	AGAAUCUUGAUGAUGCUGCAU	21	31	46	1840	1078	1.51
	AGAAUCAUGAUGAUGCUGCAA	21	277	123	59	332	0.44
miR390	AAGCUCAGGAGGGAUAGCGCC	21	41	38	24	26	0.93
miR396	**G**UUCAAUAAAGCUGUGGGAAA	21	35	57	4	14	1.63
	**G**UUCAAGACAGCUGUGGGAAA	21	57	109	46	83	1.91
miR528	UGGAAGGGGCAUGCAGAGGCG	21	14	38	2	32	2.71
	UGGAAGGGGCAUGCAGAGG**AGA**	22	6019	20583	1077	16462	3.42
	GGAAGGGGCAUGCAGAGGAG	20	177	684	32	528	3.87
miR535	**U**UGACAAAGAGAGAGAGCACG**C**	22	2019	3616	628	5578	1.79
	UGACAAAGAGAGAGAGCACGC	21	205	195	8	21	0.95
miR894	GUUUCACGUCGGGUUCAC**CA**	20	300	369	193	264	1.23

*Reads of each group is normalized with clean reads in million unit.

**Relative change = reads of low temperature-treated leaves (CL)/untreated group (NL). NL: leaves from untreated plants, CL: leaves from low ambient temperature treatment, S: stalks, FB: flower buds.

### Combination analyses reveal the major classes of miRNA families in response to low temperature in *Phalaenopsis aphrodite* subsp. *formosana*

To elucidate the physiological roles of the abundant miRNAs and to validate these with the sequencing results, small RNA northern hybridization was performed for 11 miRNA families with samples from leaves, stalks and flower buds, or low temperature-treated leaves. The results indicated that miR156, miR162, miR167, miR528 and miR535 were induced in leaves under low ambient temperature treatment, while the expression levels of miR159, miR164, miR166, miR172 and miR396 remained unchanged, and that of miR169 was decreased (Figure 6). 

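The main sequence of miR528, which acts on copper proteins and laccases, had a treated to untreated leaf ratio of 3.34 (3.31 to 3.38). UGACAGAAGAGAGUGAGCAC, the form of the phase regulator miR156 that is common to many plants, had a ratio of 2.50 (2.41 to 2.60). For miR535 the main sequence UGACAACGAGAGAGAGCACGC had a ratio of 1.78 (1.74 to 1.82), while the miR535 family falls just below 1 (0.979) relative to all matched reads. UCGAUAAACCUCUGCAUCCGG, the main sequence of the DICER-LIKE1 regulator miR162, was counted 338 times in untreated and 508 times in treated leaves, a ratio of 1.46 (1.27 to 1.68), while the miR162 family falls below 1 relative to all matched reads. By median ratio scaling the family ratios are 2.87 for miR528, 2.16 for miR156, 1.44 for miR535 and 1.19 for miR162, so all 4 stay above 1 with that scaling and the first 2 above 1.5. Without miR528 in the matched reads, a denominator chosen after the values were seen, miR528 stands at 2.59, miR156 at 1.95, miR535 at 1.30 and miR162 at 1.07 (0.949 to 1.21).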

By comparing the results of direct sequencing and smRNA northern hybridization, four low temperature-responsive miRNA families were identified: miR156, miR162, miR528 and miR535.

**Figure 6:**
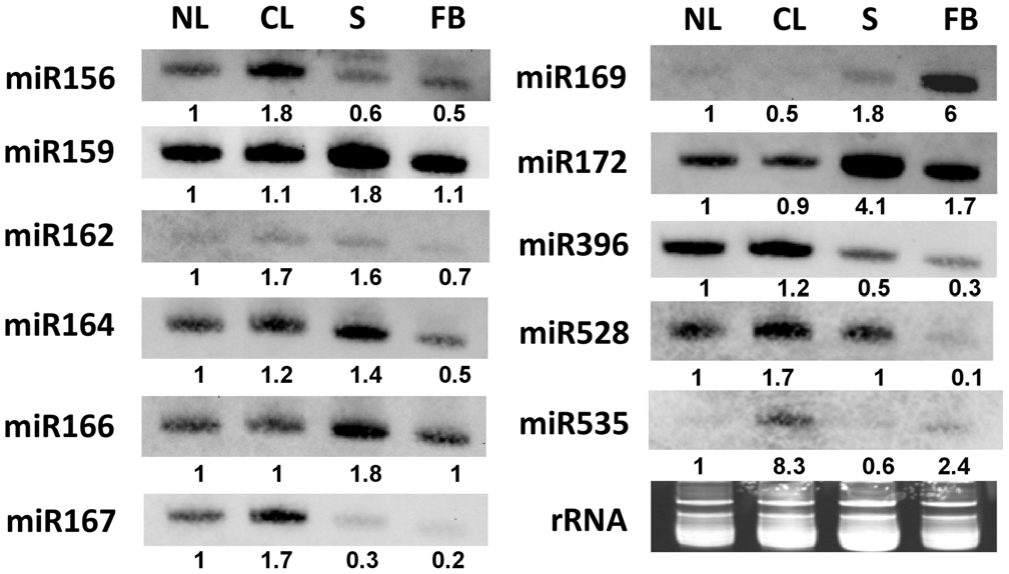
Analysis of miRNA expression levels in *Phalaenopsis aphrodite* subsp. *formosana* using northern hybridization. NL: leaves from untreated condition, CL: leaves from low ambient temperature treatment, S: stalks, FB: flower buds.

Several miRNAs had different expression patterns in the leaf and inflorescent tissue. miR159, miR164 and miR166 accumulated in stalks, while miR172 accumulated in stalks and flower buds. miR156, miR167 and miR396 were expressed predominantly in leaves, whereas miR169 was expressed only in inflorescence tissue, particularly flower buds. Expression of miR167 and miR528 could not be detected in flower buds but were detected in other tissues (Figure 6). The results indicate the tissue specificity of expression and low ambient temperature-dependent response of miRNAs in *Phalaenopsis aphrodite* subsp. *formosana*. The number of sequence reads is thought to represent a quantitative measure of the expression of certain genes, as a result of the large amount of data generated from deep sequencing. In fact, the dynamic expression patterns obtained by small RNA blot analysis reflected the digital northern results from deep sequencing (Table 3, Figure 6).

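miR169, which acts on NF-YA transcription factors, was concentrated in flower buds, with 20.4 RPM in untreated leaves, 19.7 in treated leaves, 42.3 in stalks and 643 in flower buds. The auxin-related miR167 had 6091, 6738, 596 and 955 RPM and so was highest in leaves, but its perfect matches alone are higher in stalks (2.20) and flower buds (1.91) than in treated leaves. The analysed sequences of the growth regulator miR396 were highest in leaves too, with 37.4, 31.4, 3.49 and 11.1 RPM. These levels leave out 4 miR396 sequences that the paper lists and that were not analysed here. By the paper's numbers each of them has its most reads in treated leaves, but some have more reads in flower buds than in untreated leaves. The miR396 ratios below therefore cover part of the family only. miR172 had 1852 RPM in untreated and 873 in treated leaves, 2565 in stalks and 2356 in flower buds, so against untreated leaves the ratios were 1.39 (1.36 to 1.42) and 1.27 and were not called. The stalk ratio to untreated leaves is called higher relative to all matched reads (3.29), by median ratio scaling (2.79) and with perfect matches only (59.3), and called lower without the most abundant sequence of miR172 (0.4004). The flower bud ratio is called higher with perfect matches only (34.9) and is at 0.953 relative to all matched reads. Perfect matches leave out the main leaf form of miR172. miR156 had 1594, 4063, 391 and 1251 RPM, and miR157 had 287.6, 524, 21.0 and 172.1. Against treated leaves, miR169 was 32.6 (27.6 to 38.7) times as high in flower buds, miR319, a regulator of TCP genes, 8.62 (4.91 to 16.3) times and miR160, a regulator of auxin response factors, 3.34 (2.22 to 5.12) times. Also higher in flower buds were miR171 at 2.84 (2.37 to 3.41), miR397 at 2.74 (2.50 to 3.01), miR172 at 2.70 (2.62 to 2.78), miR165 at 2.65 (1.88 to 3.79) and miR159 at 2.19 (2.03 to 2.36), all of them with every denominator, but miR171 without its most abundant sequence is at 1.45 and is no longer called. miR535 was at 1.52 (1.50 to 1.55), but it is not called relative to high-quality reads or with perfect matches only. miR528 was at 0.812 (0.806 to 0.819), which becomes 1.06 relative to all matched reads. Lowest in flower buds were miR167 at 0.142 (0.138 to 0.146), miR1318 at 0.280 (0.212 to 0.365), miR156 at 0.308 (0.300 to 0.316), miR157 at 0.328 (0.307 to 0.351) and miR396 at 0.353 (0.267 to 0.464), and miR168 at 0.574 (0.566 to 0.582) was lower too, but relative to all matched reads it is at 0.747 and is not called. In stalks miR172 at 2.94 (2.86 to 3.02), miR169 at 2.14 (1.76 to 2.62) and the SPL regulator miR529 at 1.703 (1.41 to 2.06) were higher than in treated leaves with every denominator, but miR172 without its most abundant sequence is at 0.882 (0.850 to 0.914). The most abundant sequences of miR529 and miR397 each had 4 mismatches or gaps to the known miRNA, so their family names are less certain. miR157 at 0.0400 (0.0341 to 0.0467), miR528 at 0.0533 (0.0522 to 0.0544), miR167 at 0.0885 (0.0859 to 0.0911), miR156 at 0.0962 (0.0927 to 0.0998) and miR396 at 0.111 (0.0724 to 0.165) were the lowest in stalks and stay lower with every denominator, though the perfect matches of miR167 are higher there. miR168 at 0.535 (0.529 to 0.542), miR166 at 0.364 (0.357 to 0.371), miR162 at 0.472 (0.413 to 0.539), miR171 at 0.590 (0.460 to 0.754), miR390 at 0.653 (0.551 to 0.773) and miR894 at 0.605 (0.584 to 0.627) were lower in stalks by RPM but lie above 1 relative to all matched reads. For stalks against treated leaves, 3 of 25 families were called higher and 18 lower, which becomes 16 and 5 relative to all matched reads and 8 and 9 by median ratio scaling. For flower buds against treated leaves, 9 of 28 families were called higher and 6 lower, against 8 and 8 relative to high-quality reads. Set against untreated leaves, 2 families were called higher and 14 lower in stalks (12 and 7 relative to all matched reads, 10 and 8 by median ratio scaling), and 13 higher and 4 lower in flower buds (10 and 7 relative to all matched reads). The blot values printed in the paper could be set beside the family ratios in 33 comparisons with untreated leaves: 23 lay on the same side of 1, 7 on the opposite side and 3 blots at 1, and relative to all matched reads 19 lay on the same side and 11 on the opposite side. The side of 1 takes no account of size: the paper describes miR159, miR164, miR166, miR172 and miR396 as unchanged by blot in treated leaves, and of these miR159, miR164 and miR172 count as the same side.

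**Figure D2:**
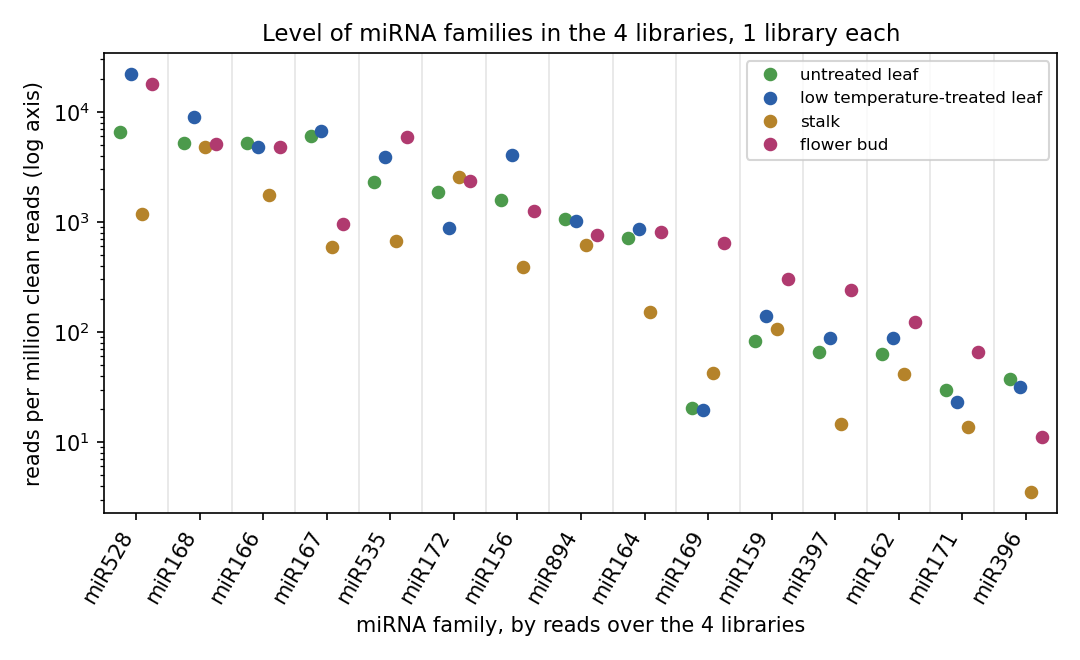
RPM of 15 families chosen for display, ordered by their reads over the libraries, in untreated leaves, treated leaves, stalks and flower buds, on a log axis. miR157, miR2911 and miR390 had more reads than miR171 and miR396 but are not shown. miR169 is highest in flower buds (643) and miR167 in the leaf libraries (6091 and 6738).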

### Identification and characterization of miRNAs potential targets in *Phalaenopsis aphrodite* subsp. *formosana*

To investigate the regulatory function of miRNA in *Phalaenopsis aphrodite* subsp. *formosana*, miRNA orthologs identified in *Phalaenopsis* orchid were compared against a deep sequencing-based transcriptomic database to identify target transcripts (see Methods). Through this bioinformatics analysis, hundreds of putative target transcripts were identified, and the number of target transcripts was lowered using abundant low temperature-responsive and tissue-specific miRNA sequences. BLASTX was performed with the selected target transcripts to identify the best homolog in *Arabidopsis* as molecular functions in this species are better understood. Several identified target transcripts are well-known miRNA target genes in *Arabidopsis* including the squamosa promoter-binding-like (*SPL*) genes of miR156, the MYB domain containing gene of miR159, the NAC-domain containing gene of miR164, PHABULOSA (*PHB*) of miR166, auxin responsive factors (*ARFs*) of miR167, ARGONAUTE 1 (*AGO1*) of miR168, scarecrow-like transcription factor of miR171, growth-regulating factors (*GRF*) of miR396 and laccase of miR397 (Table S2). The listed target transcripts from low temperature-responsive or tissue-specific miRNAs were further categorized according to molecular function and biological processes using gene ontology (GO) analysis. This analysis revealed that the majority of target transcripts were highly correlated with plant development and metabolic processes. Several of the well-annotated target transcripts such as *MYB65*, *NAC1*, *PHB* and *ARFs* had putative functions involved in floral organ formation (Table S2). The miRNAs of these genes accumulated in stalk but not in flower bud, with the exception of miR167, which may contribute specifically to floral transition or the differentiation of meristem (Figure 6).

For target genes of low temperature-responsive miRNAs, floral homeotic protein HUA1 is one newly predicted target gene of miR528. miR528 is almost absent in flower buds, suggesting the regulatory role concerns floral organ identity. In addition, miR156 and miR535 matched the same target transcripts and had similar expression patterns (Table S2, Figure 6). 

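miR156 and miR535 both had a higher RPM in treated than in untreated leaves (the miR535 ratio falls just below 1 relative to all matched reads) and a lower one in stalks, and they parted in flower buds. miR156 restrains SPL genes of the flowering pathway, and relative to untreated leaves its level was 0.245 in stalks and 0.785 in flower buds. miR535, which shares much of the miR156 sequence, was at 0.295 in stalks and 2.59 (2.55 to 2.64) in flower buds. Relative to all matched reads the flower bud values are 0.588 for miR156 and 1.94 for miR535, on the same sides of 1. Much of the miR535 gain in flower buds came from UGACGAUGAGAGAGAGCACGC, with 311 reads in untreated leaves, 723 in treated leaves, 517 in stalks and 12077 in flower buds.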

Using alignment, few gaps and no more than one mismatch were identified in the nucleotide sequences between miR156 and miR535, suggesting they may be somewhat functionally redundant in *Phalaenopsis*. Previous reports have determined that miR156 and miR172 play key roles in the transition from the vegetative to the reproductive phase, and they were determined to be low temperature-responsive in previous studies and in the present study. 

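miR156 and miR172 act in sequence in other plants, miR156 holding back flowering and miR172 promoting it, and in the leaf libraries they moved in opposite directions. CUGACAGAAGAUAGAGAGCAC, the most abundant sequence of miR156, had a treated to untreated ratio of 2.89 (2.81 to 2.98) and fell to 0.0328 (0.0303 to 0.0355) of the treated leaf level in stalks and 0.225 (0.217 to 0.233) in flower buds. Of 2 forms of miR172, 1 was more frequent in leaves and the other in stalks and flower buds. CGAAUCUUGAUGAUGCUGCAU was the main leaf form, with 9491 reads in untreated leaves, 4490 in treated leaves, 460 in stalks and fewer in flower buds (25.8 RPM), and a leaf ratio of 0.460 (0.444 to 0.477). AGAAUCUUGAUGAUGCUGCAU, which matches a known miRNA without mismatch, had 221, 339, 14719 and 6790 reads, which is 40.1 (36.0 to 44.8) times the treated leaf level in stalks and 23.5 (21.0 to 26.2) times in flower buds. Of the reads of these 2 forms, the second held 2.28%, 7.02%, 97.0% and 97.7% in the same order of libraries. Its own leaf ratio was 1.49 (1.26 to 1.78) by RPM and lies below 1 relative to all matched reads, and with perfect matches only the whole family is at 1.48 (1.248 to 1.76), the reverse of the family ratio over all matches. AGAAUCAUGAUGAUGCUGCAA had 1995, 897, 472 and 2094 reads, so it fell in treated leaves at 0.438 (0.404 to 0.474) and stood at 2.73 (2.53 to 2.96) times the treated leaf level in flower buds.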

In order to validate that the suitability of the entire approach for investigating miRNA-mediated regulatory pathways, miR156- and miR172-mediated cleavage was confirmed by modified 5′-end RLM-RACE (RNA ligase mediated-rapid amplification of cDNA end) (Figure 7A and B) and the 5′-end cleavage products were successfully amplified. Furthermore, the expression patterns of *PaSPL* and *PaAP2* were analyzed. The expression of *PaSPL* was complementary to the expression of miR156, whereas *PaAP2* demonstrated inconsistent expression patterns (Figure 7C). A possible explanation of the fact that expression of *PaAP2* was not complementary to the expression of miR172 may be that miR172 contributes to its function via translational repression rather than by RNA cleavage [21].

**Figure 7:**
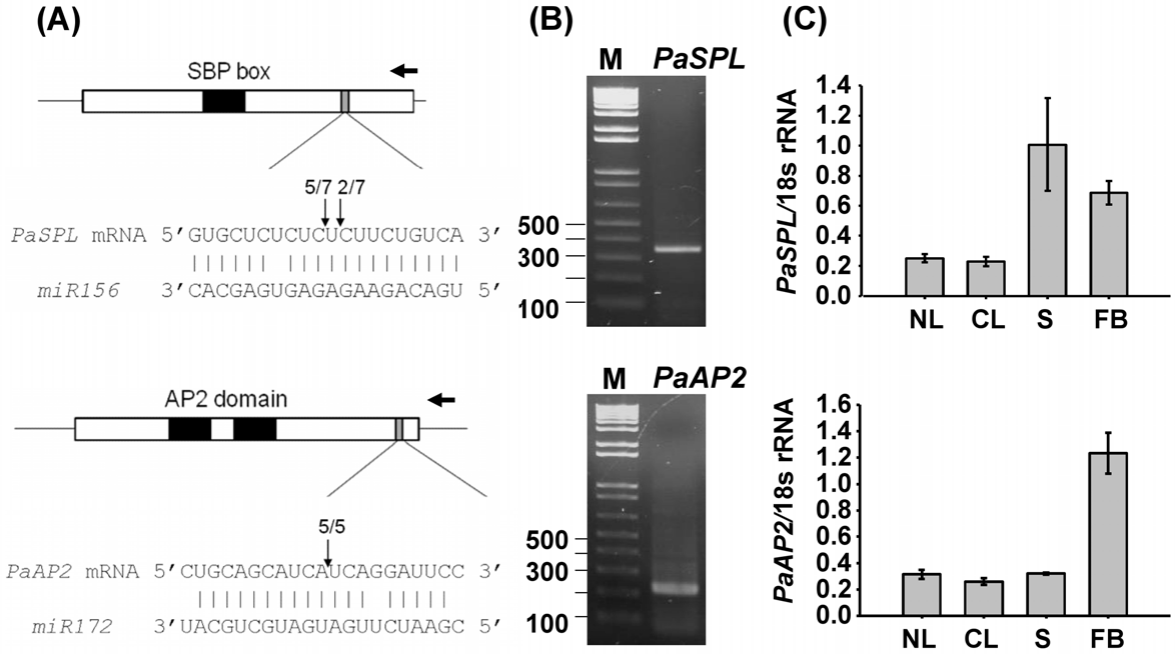
Identification of cleavage sites and expression patterns of *PaSPL* and *PaAP2* in *Phalaenopsis aphrodite* subsp. *formosana*. The arrows indicate the 5′ cleavage sites (A) that were sequenced from 5′-end cleavage products (B). The expressions of *PaSPL* and *PaAP2* were analyzed using Q-PCR. The 18S rRNA expression level was used as a quantitative control. NL: leaves from untreated condition, CL: leaves from low ambient temperature treatment, S: stalks, FB: flower buds.

## Discussion

This study is the first to identify small regulatory RNAs comprehensively in *Phalaenopsis aphrodite* subsp. *formosana*. Furthermore, it is the first to report that low ambient temperature-responsive miRNAs belong to four miRNA families and to identify their putative target transcripts. In addition, it showed that numerous sequences of miRNAs are conserved between *Phalaenopsis aphrodite* subsp. *formosana* and other plant species. Sixty-four, 58, 57 and 71 sequences were identified in untreated leaves, low temperature-treated leaves, stalks and flower buds, respectively, with perfect matches to known miRNAs present in other plant species (Table S3). Among them, the more abundant miRNA sequences were highly correlated with *Vitis vinifera*, in particular miR528, which has recently been characterized as a monocot-specific miRNA [22] originally discovered in *Oryza sativa* [23] and recently identified in another two *Poaceae* plants, *Zea mays* and *Sorghum bicolor* [24]. 

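Perfect matches to known miRNAs were found for 64 sequences of untreated leaves, 58 of treated leaves, 56 of stalks and 70 of flower buds, from 24, 24, 23 and 26 families. Over the libraries 83 sequences of 28 families matched perfectly, and 45 of them were found in all 4. They held 49.97%, 62.1%, 51.3% and 66.0% of all matched reads. The main sequence of miR528 led in untreated leaves with 37.4% of the reads of perfect matches, in treated leaves with 57.9% and in flower buds with 57.3%. In stalks the miR172 form AGAAUCUUGAUGAUGCUGCAU, which promotes flowering in other plants, led with 27.0%. Over 100 reads were reached by 17, 18, 16 and 17 of the perfect matches, while 12, 7, 5 and 13 were read 1 time.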

More than one thousand smRNA sequences were categorized as being in the miR528 family. 

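miR528, found in monocots and directed at transcripts such as those of copper proteins and laccases, had 1414 unique sequences, the most of any family. They numbered 390 in untreated leaves with 47095 reads, 878 in treated leaves with 163625 reads, 182 in stalks with 9450 reads and 761 in flower buds with 113491 reads. Most were rare: 798 (56.4%) were read 1 time, and 130 had at least 10 reads. miR528 also had more reads than any other family, so its number of unique sequences was compared after random thinning to the reads of each other large family. At the read number of miR168 it keeps 963 (932 to 996) unique sequences against 930 for miR168, and at that of miR535 622 against 623. At the read numbers of miR166, miR167, miR172 and miR156 it keeps 748, 694, 457 and 442, fewer than these families have.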

The major sequence is 5′-UGGAAGGGGCAUGCAGAGGAG-3′, but there are more divergences in *Phalaenopsis* than in any other plant species (data not shown). miR535 is an unique miRNA first reported in moss (*Physcomitrella patens*) [25] and later identified in *Oryza sativa* and *Vitis vinifera* [26]. 

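The major sequence of miR528 held 89.8% of the family's reads in untreated leaves, 88.8% in treated leaves, 86.9% in stalks and 88.4% in flower buds. The family, known for its place in copper and redox balance, was therefore nearly uniform by reads in all 4 libraries. All 63 possible single-base variants of the major sequence were read in untreated leaves, treated leaves and flower buds, and 61 of them in stalks. A variant with an added last base, UGGAAGGGGCAUGCAGAGGAGA, had 480 reads in untreated and 3020 in treated leaves, and GGAAGGGGCAUGCAGAGGAG, which lacks the first base, had 1271 and 4990.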

The miR528 and miR535 sequences identified were used in other species to search for target transcripts, but no similar target transcripts could be identified. miR528 was assumed to be a regulator of development because its expression increased during low ambient temperature treatment. Putative target homologs of miR528 have been reported to participate in nucleosome assembly, glycosylation, and ubiquitination and cell fate determination in other plant species [27], [28], [29]. Among these, HUA1 interacted with HEN4 and acted as a regulator of stamen and carpel identities by binding AGAMOUS pre-mRNA during RNA processing [27]. Another target transcript, histone H2A, was previously reported to participate in flower development via regulation of the expression of FLOWERING LOCUS C (FLC) in *Arabidopsis* [28].

Several studies have focused on the regulatory role of stress-responsive miRNAs. miR168, miR171 and miR396 were shown to be responsive to all stresses in *Arabidopsis* [8]. Many platforms have been employed for identifying low temperature-responsive miRNAs. However, for several miRNAs, the results of expression patterns were inconsistent among plant species (Table S4). Treatment at 16°C resulted in an increase in the expression of ath-miR156, ath-miR161.a2, ath-miR166 and ath-miR169, but decreased expression of ath-miR163, ath-miR172, ath-miR396∼399 and ath-miR830 [13]. 

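Several families known to respond to cold elsewhere had too few matched reads here for a ratio to be called. miR161 had 1, 1, 0 and 2 reads in untreated leaves, treated leaves, stalks and flower buds, and miR163 had 1 read in untreated leaves only. miR398, which acts on copper/zinc superoxide dismutases, had 2, 2, 5 and 4 reads, and miR830 had 3, 5, 4 and 1. The most abundant sequences of miR161 and miR830 had 4 mismatches or gaps to the known miRNA, and the miR163 read had 5. Whether these families are present in the orchid therefore stays uncertain. miR399, which acts on phosphate balance, had 46, 37, 33 and 17 reads and a treated to untreated leaf ratio of 0.783 (0.494 to 1.23). Of the 13 families the paper's introduction names as cold-responsive, 9 had enough reads. Of these, miR156, miR157 and miR159 were called higher and miR172 lower, with a list median of 0.967 (percentile 7.40 among matched random lists). Relative to all matched reads the same list has 0 families higher and 5 lower. The ratios of miR159 and miR396 in this list leave out sequences that the paper lists and that were not analysed here.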

Comparable results were generated in this study (Table S4). Lower temperature treatment (4°C) led to different miRNA expression patterns; in particular, the patterns of ath-miR156 and ath-miR172 were reversed, suggesting distinct regulatory roles for the two miRNAs in the response to ambient temperature and vernalization (near-freezing temperature) [8], [13]. Previous studies have demonstrated that miR156 is highly expressed during the juvenile phase and that expression gradually decreases in later developmental stages. *SPL* genes are negatively regulated by miR156 and function as positive regulators of *MIR172* genes. Accumulation of miR172 contributes to complete flowering through negative regulation of certain AP-2-like transcriptional factors such as *SMZ*, *SNZ*, *TOE1* and *TOE2* [30], but was not identified in the transcriptomic database in this study. Homologs of *SPL* genes were identified and reversed expression patterns were observed by Q-PCR analysis (Figure 7C). 3′- and 5′-RACE (rapid amplification of cDNA end) was performed and one AP-2 like transcript with a predicted miR172 target site was successfully obtained; however, the expression pattern was not completely reversed as would have been expected (Figure 7C). Previous studies have demonstrated that miR172 contributes its function via translational repression rather than by RNA cleavage [21], [31]. However, evidence from recent studies and herein suggests that miR172 also functions to degrade its target mRNAs [32], [33]. These results indicate that miR156- and miR172-mediated regulatory pathways in *Arabidopsis* and *Phalaenopsis* are similar, but more research is required to identify the downstream miR172-targeted genes that function in a similar manner to the known genes.

In this study, other small RNAs that may potentially function in regulating flowering time under low temperature treatment were not excluded (Figure 4B), and approximately 80% of abundant smRNAs consisted of currently unknown sequences. These sequences were grouped according to an increased or decreased ratio compared with low temperature-treated leaves and untreated leaves. The results revealed 74 smRNA sequences that could be classified into 28 groups. These smRNA sequences were searched against the transcriptomic database to identify novel miRNA precursors but none were identified. To understand the functional role of these undefined smRNAs, their putative target transcripts were investigated. Several smRNAs were completely complementary to their target transcripts including digalactosyldiacylglycerol synthase and alliin lysase, which may be siRNAs. However, no target transcripts that could be involved in flowering were identified. Most were involved in biosynthetic and metabolic processes (Table S5).

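Sequences of the same family often differed in their ratio between the leaf libraries. In miR894 the ratio ran from 0.510 for CGUUUCACGUCGGGUUCA to 2.06 for UUCACGUCGGGUUCACCA, the only family with sequences called in both directions by RPM, while by raw reads miR172 and miR166 also have sequences above 1.5 and below 0.75. In the polarity regulator miR166 it ran from 0.375 for UCGGACCAGGCUUCCUUCCCC to 1.47 for GGACCAGGCUUCAUUCCCC. In miR168 the sequence UCGCUUGGUGCAGGUCGGGAA was at 1.18 and UCGCUUGGUGCAGGUCGGGAC at 2.20, and in miR528 the range was from 2.67 (UGGAAGGGGCAUGCAGAGGCG) to 6.12 (UGGAAGGGGCAUGCAGAGGAGA). UGACAAAGAGAGAGAGCACGC of miR535 was at 0.940 and UGACGAUGAGAGAGAGCACGC at 2.26, and UUGACAAAGAGAGAGAGCACG was at 1.21, a sequence whose best match is a miR156 with 3 mismatches or gaps and which the paper lists under miR535. The ratio of the highest to the lowest sequence was above 1.5 in 8 of the 10 families with at least 2 abundant sequences, and it was smallest in miR164 (1.204) and miR159 (1.11). This ratio within a family does not depend on the denominator. miR894 is on the list of families resembling rRNA or tRNA fragments. Its abundant sequences were 18 to 24 nt long with up to 4 mismatches or gaps. Whether its spread comes from distinct miRNAs or from such fragments was not tested. The auxin-related miR167 had another main form in stalks than in the other libraries: UGAAGCUGCCAGCAUGAUCUGA had 30209 reads in untreated leaves, 33605 in treated leaves, 492 in stalks and 2423 in flower buds, while UGAAGCUGCCAGCAUGAUCUA had 364, 658, 3490 and 2305. The shorter form was 4.90 (4.504 to 5.33) times as high in stalks and 4.103 (3.76 to 4.48) times as high in flower buds as in treated leaves.

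**Figure D3:**
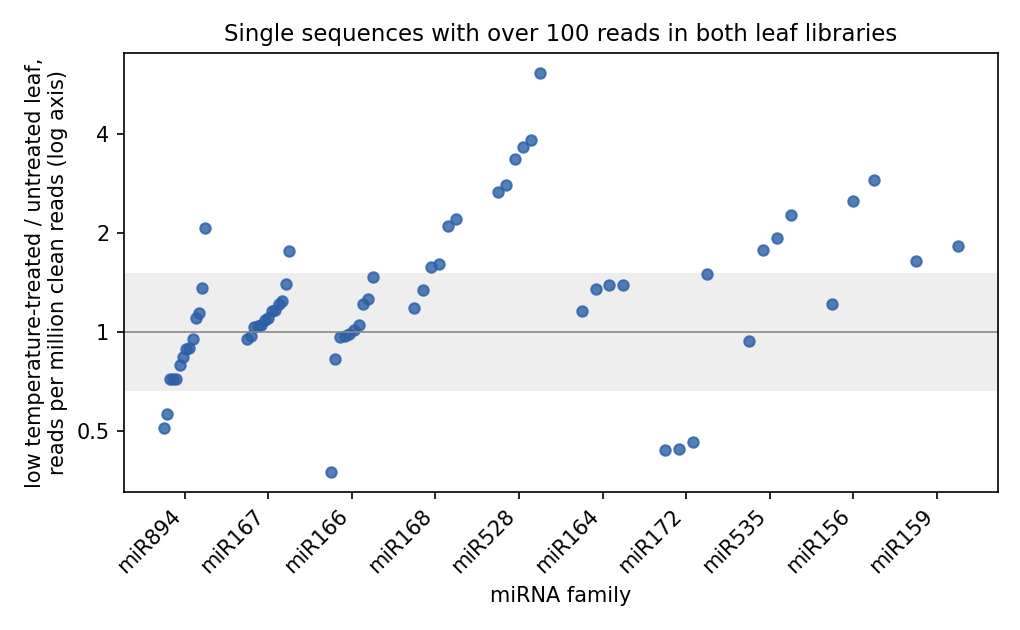
Ratio of treated to untreated leaves, from RPM on a log axis, for each sequence with over 100 reads in both libraries in the 10 families with at least 2 such sequences, with a grey band from 0.667 to 1.5. miR894, which is on the list of families resembling rRNA or tRNA fragments, spreads from 0.510 to 2.06. Relative to all matched reads all points move down together by the same factor, which takes the highest point of miR894 into the band.

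**Figure D4:**
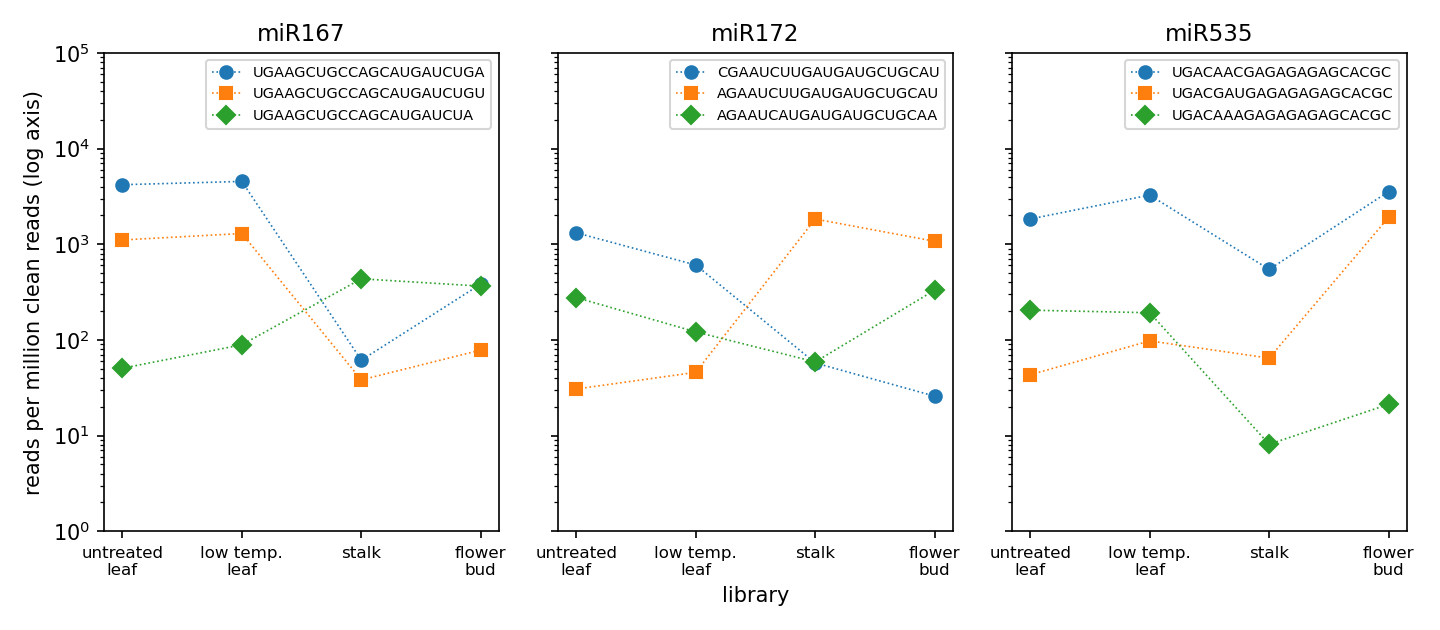
RPM, on a log axis, of 3 sequences each of miR167, miR172 and miR535 in the 4 libraries, with dotted lines joining the points of a sequence. UGAAGCUGCCAGCAUGAUCUGA of miR167 is the main form in leaves and UGAAGCUGCCAGCAUGAUCUA in stalks (3490 reads against 492).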

Individual miRNAs of one miRNA family had a distinct expression pattern (Table 2), suggesting that each individual miRNA may target specific transcripts to achieve unique functional inhibition. However, verifying the effects of the changes in sequences of miRNAs is technically challenging. smRNA hybridization may result in annealing of the probe to sequences containing 1 to 4 mismatches [34], [35]. Therefore, the results of smRNA hybridization led to combined expression patterns for each miRNA family. To increase sensitivity and specificity, it is suggested that future research should deploy smRNA sequence-based elongated primers designed for real-time quantitative PCR, particularly in the case of low-abundant smRNAs [35].

Few miRNA precursors could be identified in our transcriptomic database, possibly due to the loss of short RNA fragments isolated from total RNA using LiCl precipitation. Using LiCl precipitation would have avoided contamination with polysaccharides, polyphenol and other insoluble materials [36]. Furthermore, genomic or transcriptomic resources from dicer-mutated plants would be more efficient for identifying miRNA primary transcripts. Alternatively, the strategy of designing amiRNAs (artificial miRNA) rather than using native precursors for advanced studies concerning functional miRNAs is feasible [37], [38].

There are few EST sequences and one GSS (genome sequence survey) of *Phalaenopsis* orchids available in the public resources [39]. Among them, the information associated with miRNA is limited after analysis. Sequences of *Phalaenopsis* for bioinformatics analyses are more limited than for other model plants. High-throughput sequencing provides a more powerful way to establish a transcriptomic database than generating EST or genomic libraries. This study provides useful information for elucidating the regulatory mechanism underlying thermosensing and flowering time regulation.

## Materials and Methods

### Plants growth conditions

Seedlings of *Phalaenopsis aphrodite* subsp. *formosana* (M1624) were purchased from Chain Port Orchid Co., Ltd (Chengde Village, Taiwan) and grown in 2.5 in. diameter plastic pots filled with sphagnum moss in an environment-controlled greenhouse, at a constant temperature of 28°C for 7–8 months. Plants comprising the untreated group were subsequently grown at 32°C/27°C (light/dark) to inhibit phase transition. Low ambient temperature treatment was carried out at 24°C/18°C (light/dark) for two months to complete phase transition. Leaves with or without low temperature treatment were collected at 0.5 month intervals from zero to two months. Stalks and flower buds were only present in the low temperature treatment group. Stalks were collected at 1.5 and 2 months, while flower buds were collected at 3.5 months. The materials were harvested more than ten independent lines in each time point per batch and stored them separately for all the experiments in this study. We randomly picked out the individual plant materials and extracted the RNAs freshly before performing the experiments. We performed the biological replications for all of the experiments in this study.

### Small RNA library preparation and sequencing

Tissues frozen in liquid nitrogen were ground to fine powder using a mortar and pestle. Total RNA extraction was freshly prepared using Trizol (Invitrogen, Carlsbad, CA, USA) following the manufacturer's instructions. Small RNAs were size fractionized on a 15% denaturing polyacrylamide gel. Subsequently, gel bands corresponding to fragments in the size range of 20–25 nt were excised and eluted into 0.3 M NaCl. The eluted smRNAs were sequentially ligated to 5′- and 3′-adaptors and converted to DNA using RT-PCR. Products of RT-PCR were directly sequenced using an Illumina 1G Genome Analyzer according to the manufacturer's protocols (Beijing Genomics Institute, China) [40].

### Production of small RNA sequences

Raw data were processed by removing the adaptor/acceptor sequences, contaminants and low quality reads. To identify degradation tags of rRNA, tRNA, snRNA and snoRNA, sequences were aligned using Rfam 10.0 (http://rfam.sanger.ac.uk/) [16] and the Genbank database (http://www.ncbi.nlm.nih.gov/) [17]. The final dataset containing reads of orchid smRNA sequences were used for this study.

### Identification of conserved miRNA orthologs

Known miRNAs were downloaded from the miRBase15.0 database (http://www.mirbase.org/ftp.shtml) [41]. Alignment of fully complementary sequences, those with one mismatch or two mismatches, was performed using the BLAST algorithm to identify conserved miRNA orthologs. The number of aligned sequences was restricted by limiting the mismatch plus gap to fewer than 5 residues. The analyzed results were deposited in Gene Expression Omnibus (GEO) on NCBI website. The accession number is GSE27585. A comparison of *Phalaenopsis* miRNA sequences and miRNAs of other plant species is presented in the Supplemental Data.

### Establishment of a *Phalaenopsis* transcriptomic database

Freshly extracted total RNA was subjected to LiCl precipitation to reduce the effects from polysaccharides, polyphenols and other contaminants. Messenger RNAs were further isolated by binding to a polyA column. Following a subsequent ligation with adapters, samples were sequenced on a 454 pyrosequencing system. The results were incorporated into a sequence database that allowed stand-alone BLAST searches to be conducted.

### Precursor prediction and secondary structure analysis

Based on the feature of the stem-loop structure, a command line BLAST was performed to align each unique miRNA sequence with the sequences of the transcriptomic database, aligning forward and reverse strands separately by setting the parameter –S (1 for forward, 2 for reverse alignment). The conjunct contigs were selected from a combination of the aligned contigs of forward and reverse alignment results. Contigs that contained a coding sequence or more than 5 mismatches in the miRNA were excluded: miRNA* duplex. The selected contig sequences were filtered by secondary structure analysis. Sequences were submitted to the RNAfold web server (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi) [20]. Contigs with correct stem-loop structure able to form a miRNA: miRNA* duplex were selected as putative miRNA precursors. The minimum free energy (MFE) was calculated using the stem-loop sequence producing the mature miRNA.

### Prediction of miRNA targets in *Phalaenopsis aphrodite* subsp. *Formosana*

Most plant miRNAs bind perfectly or nearly perfectly to complementary sites on their target genes. Several bioinformatic programs have been designed on the basis of this characteristic. To identify potential miRNA target genes in *Phalaenopsis aphrodite* subsp. *formosana*, the custom sequencing data were submitted to the psRNATarget web server (http://bioinfo3.noble.org/psRNATarget/) [42]. psRNATarget uses an iterative parallel Smith-Waterman-based algorithm. Default settings were used as analytic parameters, i.e. 3 as the threshold of maximum expectation, 2 as the number of the multiplicity of target sites, and 9 to 11 nt as the range of the central mismatched region. Outputs were generated into a MySQL database for web-based searching (provided as web source). smRNA biosynthesis pathway components were identified using the known protein sequences from *Arabidopsis* to perform tBlastn against the *Phalaenopsis* transcriptomic database (Table S1).

### Expression analysis of miRNA families

For detecting the expression of miRNA, 30 µg of total RNA was separated by 15% PAGE and transferred to a Hybond Nx membrane (GE Healthcare). The RNA was cross-linked to the membrane using carbodiimide [34]. End-labeled antisense DNA probes were prepared by adding biotin-dUTP to the 3′ ends of specific probes with TdT transferase (Genemark). A chemiluminescent nucleic acid detection module (Pierce) was used for visualization.

### Mapping of target gene cleavage sites and expression analysis of target genes expression by quantitative polymerase chain reaction (Q-PCR)

To map the cleavage sites in *PaSPL* and *PaAP2* mRNA, total RNAs were extracted from leaves, flower buds and flowers. The 5′-end of the cleavage product was determined by a modified 5′-RACE [43] using the RLM-RACE GeneRacer™ kit (Invitrogen, Carlsbad, CA, USA). The amplification conditions accorded with the manufacturer's instructions. The 5′-end of cDNA specific to the cleaved *PaSPL* and *PaAP2* mRNA was amplified with the GeneRacer™ 5′ Primer, gene specific primers PaSPL 5′ RACE (5′-TCAGGCCTTGAACCCCAGAAAGTGCCCA-3′), PaAP2 5′ I (5′-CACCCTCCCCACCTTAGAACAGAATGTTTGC-3′), and PaAP2 5′ II (5′-CTGAGAGGATAGAGGCGCTGTCATTTCTCT-3′).

Quantitative RT-PCR was performed using the SYBR green method and the ABI 7300HT real-time PCR system (Applied Biosystems). PaSPL-specific primers, 5′-GCACCACTGCTGAGGTCCTTAATCA-3′ (forward) and 5′-GGCGATGATCATATGGCTCTGTCC-3′ (reverse), PaAP2-specific primers, 5′-CATCTGTCATTGGGGATCGACGG-3′ (forward) and 5′-CCCCTTCTCTTTTGCAGCCAATTG-3′ (reverse), and 18s rRNA-specific primers 5′-CAGGCCCGGGTAATCTTGGG-3′ (forward) and 5′-CTTCACCGGACCATTCAATCGG-3′ (reverse). All primers of miRNA target genes were designed on the basis of the sequence of contigs. The 18S rRNA expression level was used as a quantitative control.

## Supporting Information

Table S1 List of smRNA biosynthesis pathway components identified in *Phalaenopsis* orchid.
(DOC)

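The miRNA sequences listed with their target genes could be looked up by their reads. Of 48 listed sequences 42 were analysed here, and 41 of them have the listed read numbers in all 4 libraries. The 6 not analysed here are UUUGCAUAACUCAGGAGCUGG of miR159, GGAAUGUUGUCUGGCUCGAGG of miR166 and 4 sequences of miR396, the regulator of growth-regulating factors. CAGCCAAGGAUGACUUGCCGA of the NF-YA regulator miR169 is the sequence with other numbers: 108 reads in untreated leaves, 88 in treated leaves, 127 in stalks and 3445 in flower buds.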

Table S2 Summary table of target genes with contigs and functional categorization.
(XLS)

Table S3 Comparison of conserved miRNA families in plant species.
(XLS)

Table S4 Low temperature-responsive miRNA families in various plant species.
(DOC)

Table S5 Characteristics of undefined low ambient temperature-responsive small RNAs.
(XLS)

# Supplementary material for: Sequencing-Based Approaches Reveal Low Ambient Temperature-Responsive and Tissue-Specific MicroRNAs in Phalaenopsis Orchid
**Source:** PLoS One. 2011 May 6;6(5):e18937. doi: 10.1371/journal.pone.0018937
**Supplement:** Table S1 — List of smRNA biosynthesis pathway components identified in Phalaenopsis orchid.

Supplemental Table 1. Contig homologs of smRNA biosynthesis pathway components in *Phalaenopsis* orchid

| Gene Name | AT No. | Function | Contig homolog | sum of reads | CDS |
| --- | --- | --- | --- | --- | --- |
| AGO1 | AT1G48410.2 | RNA Slicer, selectively recruits microRNAs and siRNAs | con_contig11836, chi_contig14312, chi_contig02741, sta_contig04286, sta_contig11534, bud_contig15514 | 376 | partial |
| AGO7 | AT1G69440.1 | RNA slicer, Involved in the regulation of developmental timing. Required for the accumulation of TAS3 ta-siRNAs | ND | ND | ND |
| AIN1 | AT1G54490.1 | 5'-3' exonuclease/ nucleic acid binding | con_contig03312, chi_contig01811, sta_contig03326, bud_contig00715 | 110 | partial |
| CHR38 | AT3G42670.1 | Nuclear RNA silencing and the spread of a silencing signal between cells | con_contig01648, chi_contig10115, sta_contig09662, bud_contig00846 | 49 | partial |
| CMT3 | AT1G69770.1 | Histone H3-K9 methylation, DNA methylation on cytosine within a CNG sequence, negative regulation of gene expression, epigenetic | con_contig05000, sta_contig11224, bud_contig00055 | 33 | partial |
| DCL1 | AT1G01040.1 | RNase III | con_contig10240, chi_contig10659, sta_contig04911, bud_contig06301 | 24 | partial |
| DCL2 | AT3G03300.1 | RNase III | sta_contig10907, bud_contig03563 | 12 | partial |
| DCL3 | AT3G43920.3 | RNase III | sta_contig04066, bud_contig07932 | 10 | partial |
| DCL4 | AT5G20320.1 | RNase III | sta_contig08471, bud_contig03323 | 26 | partial |
| DML1 | AT2G36490.1 | A repressor of transcriptional gene silencing. Functions by demethylating the target promoter DNA. | chi_contig04998, sta_contig01877, bud_contig14383 | 24 | partial |
| DRB4 | AT3G62800.1 | dsRNA-binding protein | con_contig21888, chi_contig07308, sta_contig09515, bud_contig03843 | 64 | partial |
| DRD1 | AT2G16390.1 | DNA methylation | con_contig02196, chi_contig00746, sta_contig07733, bud_contig09433 | 126 | partial |
| DRM2 | AT5G14620.1 | Histone H3-K9 methylation, DNA methylation | con_contig14324, sta_contig06815, bud_contig07660 | 39 | partial |

Supplemental Table 1. *continued*

| Gene Name | AT No. | Function | Contig homolog | sum of reads | CDS |
| --- | --- | --- | --- | --- | --- |
| HDA6 | AT4G38130.2 | Gene silencing, histone deacetylation, PTGS | con_contig10624, con_contig08857, chi_contig08892, sta_contig00183, bud_contig05288 | 62 | partial |
| HEN1 | AT4G20910.1 | RNA methylase | con_contig13183, sta_contig05055, bud_contig13155 | 22 | partial |
| HST | AT3G05040.1 | Exportin-5 otholog | chi_contig09454, sta_contig04619, bud_contig10635 | 29 | partial |
| HYL1 | AT1G09700.1 | dsRNA-binding protein | con_contig02293, chi_contig03939, sta_contig01277, bud_contig04215 | 75 | partial |
| MET1 | AT5G49160.1 | maintenance of DNA methylation, DNA methylation on cytosine within a CG sequence | sta_contig00402, bud_contig11025 | 41 | partial |
| NRPD1a | AT1G63020.1 | DNA-dependent RNA polymerase | con_contig23243, chi_contig00418 | 1486 | partial |
| NRPD1b | AT2G40030.1 | DNA methylation, PTGS | con_contig10002, sta_contig01350, bud_contig04833 | 630 | partial |
| RDR2 | AT4G11130.1 | RNA-dependent RNA polymerase | con_contig04705, chi_contig02030, sta_contig05112, bud_contig02751 | 219 | partial |
| RDR6 | AT3G49500.1 | RNA-dependent RNA polymerase | con_contig03783, chi_contig03816 | 41 | partial |
| SDE3 | AT1G05460.1 | RNA helicase | con_contig14050, chi_contig03176, sta_contig09171, bud_contig08684 | 85 | partial |
| SE | AT2G27100.1 | Response of leaf development to light | con_contig18420, chi_contig12680, sta_contig00235, bud_contig00074 | 64 | partial |
| SGS3 | AT5G23570.1 | RNA stabilizer | con_contig01414, chi_contig03473, sta_contig02658, bud_contig00928 | 177 | partial |
| SUVH4 | AT5G13960.1 | Histone H3-K9 methylation, maintenance of DNA methylation | ND | ND |  |
| SUVH5 | AT2G35160.1 | Chromotion silencing by smRNA, maintenance of DNA methylation, histion methylation | con_contig16621, chi_contig01504, sta_contig08596, bud_contig10946 | 134 | partial |
| SUVH6 | AT2G22740.2 | Histone methylation | sta_contig04414, bud_contig01198 | 33 | partial |
| WRNEXO | AT4G13870.2 | RNaseD exonuclease | con_contig09016, chi_contig14936, sta_contig10773, bud_contig06984 | 38 | partial |

ND: not detected.

# Supplementary material for: Sequencing-Based Approaches Reveal Low Ambient Temperature-Responsive and Tissue-Specific MicroRNAs in Phalaenopsis Orchid
**Source:** PLoS One. 2011 May 6;6(5):e18937. doi: 10.1371/journal.pone.0018937
**Supplement:** Table S4 — Low temperature-responsive miRNA families in various plant species.

**Supplemental Table 4.** Low temperature responsive miRNA families in different plant species

| miRNA family | *Phalaenopsis*  Sequencing  (this study) | *Phalaenopsis*  Northern  (this study) | *Arabidopsis thaliana*  (Lee et al. 2010) | *Oryza sativa* microarray  (Lv et al. 2010) | *Populus*  microarray  (Lu et al. 2008) | *Brachypodium*  sequencing  (Zhang et al. 2009) |
| --- | --- | --- | --- | --- | --- | --- |
| miR156/157 |  |  |  |  |  |  |
| miR159 |  |  |  |  |  |  |
| miR162 |  |  |  |  |  |  |
| miR164 |  |  |  |  |  |  |
| miR166 |  |  |  |  |  |  |
| miR167 |  |  |  |  |  |  |
| miR168 |  |  |  |  |  |  |
| miR169 |  |  |  |  |  |  |
| miR172 |  |  |  |  |  |  |
| miR396 |  |  |  |  |  |  |
| miR528 |  |  |  |  |  |  |
| miR535 |  |  |  |  |  |  |
| miR894 |  |  |  |  |  |  |

Lee H, Yoo SJ, Lee JH, Kim W, Yoo SK, Fitzgerald H, Carrington JC, Ahn JH. 2010. Genetic framework for flowering-time regulation by ambient temperature-responsive miRNAs in Arabidopsis. *Nucleic Acids Res* *38*:3081-3093.

Lu S, Sun YH, Chiang VL. 2008. Stress-responsive microRNAs in Populus. *Plant J* *55*:131-151.

Lv DK, Bai X, Li Y, Ding XD, Ge Y, Cai H, Ji W, Wu N, Zhu YM. 2010. Profiling of cold-stress-responsive miRNAs in rice by microarrays. *Gene* *459*:39-47.

Zhang J, Xu Y, Huan Q, Chong K. 2009. Deep sequencing of Brachypodium small RNAs at the global genome level identifies microRNAs involved in cold stress response. *BMC Genomics* *10*:449.

How the deposited data were processed for this re-analysis (not part of the article)

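Small RNAs of 18 nt and longer were measured in 4 libraries of Phalaenopsis aphrodite subsp. formosana, 1 each from untreated leaves (NL), low temperature-treated leaves (CL), stalks (S) and flower buds (FB). Untreated plants were kept at 32°C in the light and 27°C in the dark and the other plants at 24°C and 18°C. Leaves were collected from month 0 to month 2, stalks at months 1.5 to 2 and flower buds at month 3.5.

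The count of reads of each unique sequence was made by the authors before the files were deposited: adaptors, contaminants, low quality reads, reads of polyA and reads below 18 nt were removed, identical reads were collapsed, and the unique sequences were aligned by BLAST to the known miRNAs of miRBase. The version of BLAST is not given in the sources used here. The deposited tables hold, for each matched sequence, its length, its count of reads, the name of the best matching known miRNA, the number of mismatches and gaps, and the authors' group of related miRNAs. The paper states fewer than 5 mismatches and gaps together, and the tables hold sums up to 5 (427 reads in NL, 486 in CL, 469 in S and 272 in FB), which were kept. Small RNAs without a match to a known miRNA were not used here.

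The counts sum to 226523 matched reads of 4207 sequences in NL, 404345 of 4981 in CL, 106142 of 3288 in S and 265352 of 4831 in FB. Levels are reads per 1000000 clean reads (RPM), with the totals of clean reads that the paper states. A family joins all sequences whose best match carries the same miRNA number, with letters and arms merged, and no sequence has a best match in more than 1 family. For 2 libraries, the ratio of RPM has an exact conditional binomial 95% interval. Between the leaf libraries the family with the most reads, miR528, has the interval 3.35 to 3.42, and a family with few reads such as miR2915 spans 1.17 to 2.23. Families with at least 100 reads over the 2 libraries were called higher above a ratio of 1.5 and lower below 0.667. No test between conditions was made, since there is 1 library per condition. A count of 0 was read as up to 3 reads.

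The comparisons were CL with NL, S with CL, FB with CL, S with NL and FB with NL. Abundant sequences are those with over 100 reads in both leaf libraries, compared by the ratio of raw reads as in the paper. Medians of 9 lists of families were set against 10000 random lists, except for lists with a single tested family. Each member was replaced by a draw from itself and the 10 families nearest in rank of mean RPM of the leaf libraries. All draws came from the 25 families tested between the leaf libraries, so a random list could hold members of the list itself. The lists are phase transition, gibberellin and MYB/TCP, auxin with meristem and organ polarity, small RNA pathway feedback, copper, sulfate with phosphate and nitrogen, cell proliferation and shoot branching, families named as cold-responsive in the introduction of the paper, and families resembling rRNA or tRNA fragments. The number of unique sequences of miR528 was compared with other families after 1000 random thinnings to their number of reads.

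The families and sequences named in the text follow a rule set before the data were examined. It takes every family the paper names, every member of the lists, the 10 families with the largest and the 5 with the smallest ratio between the leaf libraries, and for each other tissue the 5 largest and the 5 smallest ratios to CL, among families with at least 100 reads. For sequences it takes those of the paper's tables, the 10 with the most reads and the most abundant sequence of each named family. Values in the paper's tables count as seen. The sequences at the ends of the range within a family, the miR172 and miR167 forms and the families in the closing section that the text of the paper does not name were singled out after their values were seen.

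The alternatives, 37 set in advance and 5 chosen after the values were seen, changed the denominator (high-quality reads, all matched reads, matched reads without miR528, no denominator, or the median ratio of 45 abundant sequences), the sequences used (perfect matches, at least 2 or at least 10 reads, 20 to 22 nt, 21 nt, or each family without its most abundant sequence), the limits on reads (at least 20 or 1000) and ratios (a looser limit of 0.32 log2 or a ratio of 2 in place of 1.5), the naming of families and the reading of the paper's table of abundant miRNAs.

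The intervals and calls were tested on simulated data, in which reads of sequences were drawn with known ratios between the leaf libraries. A first run of 20 draws held the true ratio in 42 of 46 sequences with a ratio of 2 (91.3%), short of the 93% asked for, and the draws were then raised to 200 with nothing else changed. With 200 draws the 95% interval held the true ratio in 94.1% of 221 sequences with a ratio of 0.5, in 95.8% of 29917 unchanged sequences and in 95.1% of 327 sequences with a ratio of 2. Of the changed sequences 97.3% were called lower and 97.9% higher, and of the unchanged ones 0.348% were called higher and 0.364% lower. The simulated reads followed the counting model that the interval assumes, for single sequences, without PCR copies, differences between plants or a shift of the denominator. These rates therefore check the computation and are not error rates of the family calls. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Random draws used the seed 20110506.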

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

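Of the tests below, only the thinning of miR528 to the reads of other families was chosen before its result was seen, and the other tests were chosen after.

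The text of the paper does not name 11 families that each had at least 100 reads over the 4 libraries, 1811 reads together, which is more than the 3 reads that a count of 0 allows, and there are no control samples to set them against. Table S3 of the paper lists perfect matches of 3 of them, miR160, miR2914 and miR2915. Their shares of the matched reads of the 4 libraries are given with their reads. miR2916 had 0.0308% (309 reads), with 68 reads in NL, 95 in CL, 80 in S and 66 in FB. miR2915 had 0.0303% (304 reads), with a CL/NL ratio of 1.61 (1.17 to 2.23) that falls to 0.928 relative to all matched reads. miR2914 had 0.0168%, with 34 reads in NL, 35 in CL, 42 in S and 57 in FB. miR1511 had 0.0153% (153 reads), with 33 reads in NL, 64 in CL, 9 in S and 47 in FB. miR160, a regulator of auxin response factors, had 0.0152% (152 reads), of which UGCCUGGCUCCCUGUAUGCCA held 103. miR1171 had 0.0146% (146 reads), with 27 reads in NL, 57 in CL, 40 in S and 22 in FB. miR829 had 0.0131% (131 reads), with 22 reads in NL, 28 in CL, 29 in S and 52 in FB. miR415 had 0.0123% (123 reads) over 84 unique sequences and miR845 had 0.0114% (114 reads) over 66. miR1026 had 0.0109% (109 reads), with 20 reads in NL, 36 in CL, 26 in S and 27 in FB. miR419 had 0.0102% (102 reads), with 27 reads in NL, 24 in CL, 23 in S and 28 in FB.

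Matched reads per clean read were 1.74 (1.73 to 1.75) times as high in CL as in NL. A general gain of 21 nt reads from size selection or short inserts would raise the 21 nt reads of all large families alike, but in 3 of the 7 families with at least 10000 such reads the whole interval lay below the looser limit used for calls, 0.32 log2 (miR164 at 1.2002, miR166 at 0.915 and miR172 at 0.476), which argues against it as the whole cause. miR528 alone as the whole gain is argued against by the ratio of 1.31 (1.30 to 1.31) without it, although miR528 made up 67.2% of the gain. A response to the low temperature treatment stays open, as do differences in library preparation that act on some sequences more than on others, and 1 library per condition cannot separate them.

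miR528 was nearly as frequent in FB as in CL (0.812, 0.806 to 0.819). Reads carried over from the leaf library would bring the other abundant leaf sequences along, but of 23 sequences with at least 1000 reads in CL 11 had their whole FB/CL interval below 0.5. A leaf library under the flower bud label is argued against by AGAAUCUUGAUGAUGCUGCAU of miR172, which was 23.5 (21.0 to 26.2) times as frequent in FB as in CL, and a miscount of a single read sequence by the family ratio of 0.841 without the most abundant sequence. A presence of miR528 in flower buds may be biological, as a hypothesis found and tested on the same data, but the paper could not detect miR528 there by blot. Uneven amplification of its sequence, which was not tested, stays open, and causes other than those listed were not examined.

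miR528 had more unique sequences than any other family. Base errors in reads of the major sequence may account for its single-base variants, of which 63 are possible, against 1414 unique sequences in the family. The median share of such a variant was 0.0444% of the major sequence for miR528 and 0.0346% to 0.0467% for the other 6 large families, 0.950 of the highest of these. Unique sequences that differ in other ways were not covered by this test. More reads in the family may account for the rank of miR528, since 4 of the 6 families with the next most reads had more unique sequences than miR528 thinned to their reads. The design gives no condition that bears on this pattern, and no biological explanation was tested.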

How the results depend on the processing

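Tests with matched reads other than miR528 as the denominator, with miR156 and miR157 as 1 family, without the fragment-like list and with 2 other readings of Table 3 were chosen only after the result was seen. With 1 library per condition, depth limits the low-count families and nothing measures the spread between plants. No paired analysis was possible because each condition has 1 library. Counting a sequence in every family it matches, or only if it matches 1, was not run, since the files give 1 best match per sequence. Of 176 comparisons of a summary value with an alternative 107 stayed within 1.5 times or within the interval, 69 moved and 0 reversed. Of 842 comparisons of single values 412 stayed, 389 moved without a change of direction of a called value and 41 reversed. The cause was not tested, apart from what the construction of an alternative shows: a denominator shifts all families alike, and limits on reads change how many families are tested.

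With all matched reads as the denominator, 2 families were higher and 9 lower in CL/NL, 16 and 5 in S/CL, 12 and 7 in S/NL, and 7 were lower in FB/NL. Reversed in CL/NL were miR159 (0.969), miR168 (0.985), miR529 (0.985), miR535 (0.979), miR1318 (0.890), miR2910 (0.992) and miR2915 (0.928). In S/CL these were miR162 (1.95), miR166 (1.50), miR168 (2.21), miR171 (2.44), miR390 (2.69), miR894 (2.50), miR1318 (2.41), miR2910 (1.93) and miR2915 (1.797), and in S/NL miR162 (1.57), miR171 (1.09), miR390 (1.39), miR894 (1.39) and miR2911 (1.12). Of the lists, phase transition, gibberellin, small RNA feedback and cold-responsive families had 0 higher, fragment-like families 1 higher and 1 lower, auxin families 4 lower, cold-responsive 5, cell proliferation 2, and sulfate, phosphate and nitrogen 1.

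With the median ratio over abundant sequences, 4 families were higher and 3 lower in CL/NL, 8 and 9 in S/CL, and 10 and 8 in S/NL. Reversed in S/CL were miR162 (1.12), miR168 (1.27), miR171 (1.404), miR390 (1.55), miR894 (1.44), miR1318 (1.39), miR2910 (1.11) and miR2915 (1.04), and in S/NL miR162 (1.33), miR390 (1.18) and miR894 (1.18). With matched reads other than miR528 as the denominator, 3 families were higher and 4 lower in CL/NL.

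With perfect matches only, 5 families were higher and 0 lower in CL/NL, 10 lower in S/CL, 5 higher in FB/CL and 7 higher in FB/NL, and 21 nt held 93.4%, 94.1%, 93.8% and 96.3% of reads in NL, CL, S and FB. Reversed were miR172 in CL/NL (1.48), miR167 (2.20), miR171 (3.20) and miR2915 (1.38) in S/CL, miR167 in FB/CL (1.91), miR167 (3.13) and miR171 (1.66) in S/NL, and miR167 in FB/NL (2.72). Perfect matches leave out the main leaf forms of miR172 and miR167, which each have 1 mismatch or gap. With 21 nt sequences only, 6 families were higher in CL/NL. Without its most abundant sequence, miR172 reversed in S/CL (0.882), and 1 family was lower in FB/NL. The share of 21 nt was 59.5%, 61.6%, 75.4% and 74.0% without the most abundant sequence of the library and 60.01%, 63.7%, 79.4% and 77.2% without miR528.

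With families of at least 20 reads, 3 were lower in CL/NL, auxin families had 1 higher and 1 lower, and cold-responsive families 2 lower. With at least 1000 reads, 6 were higher in CL/NL and 0 fragment-like families. Called above 2, 3 were higher, and with the looser limit for calls, 3 were lower. With sequences of at least 2 reads, matched RPM were 31087, 54231, 12976 and 41513, unique sequences 1563, 1890, 1152 and 1721, and over the 4 libraries 4063 sequences in 166 families. With at least 10 reads, 1150 sequences in 48 families were left, and names as the files write them give 681. Over 50 reads in both leaf libraries, 114 sequences qualify, 38 above 1.5 and 19 below 0.75, and over 200 reads 4 lie below 0.75.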

Differences from the paper's values

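The exact reading of Table 3, the reading by all Table S2 sequences of a family, and the reading with bold end bases optional, which is the one used, were chosen only after the result was seen. Of 328 values compared, 17 were over 1.5 times apart, and 12 of these belong to 4 entries of Table 3, where 28 of 32 entries and 140 values were compared. The median of the paper's relative change over the value here is 1.01.

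No alternative set before the data were examined applies to an entry of Table 3. For miR164 UGGAGAAGCAGGGCACGUGUU in S the value is 2.00 against the paper's 1. For miR166 UUCGGACCAGGCUUCAUUCCC the values are 259 in NL, 258 in CL, 114 in S and 293 in FB, against the paper's 41, 44, 9 and 47. Counting the exact sequence only, chosen after seeing the values, gives 1.12 for miR164 and 41.4, 43.5, 9.23 and 46.9 for miR166, within 1.5 times of the paper's values, while it takes 26 other values of Table 3 that were within 1.5 times of the paper's out of that range. For miR167 UGAAGCUGCCAGCAUGAUCUA the values are 175 in NL and 219.9 in CL against the paper's 310 and 365, and the exact sequence (50.5 and 88.9) differs as well. For miR535 UUGACAAAGAGAGAGAGCACGC the values are 301 in NL, 304 in CL, 8.73 in S and 26.4 in FB with a relative change of 1.01, against the paper's 2019, 3616, 628, 5578 and 1.79, and the exact sequence (3.19, 2.16, 0 and 0, with a change of 0.677) differs as well. The sum of all Table S2 sequences of miR535, chosen after seeing the values, gives 2019, 3568, 625 and 5563 with a change of 1.77, within 1.5 times of the paper's values, and takes 0 other values of Table 3 out of that range.

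Matched reads of 19 nt in CL number 7863, against the paper's about 78000 in Figure 2A, read by eye, and the alternatives set before the data were examined differ too (perfect matches only 2, without the most abundant sequence of the library 7863, without miR528 7174). Sequences over 100 reads in NL and not in both leaf libraries number 245 to 280, as far as the ranks of the matched sequences fix them, against the paper's about 670 in Figure 4A, and those in CL 669 to 686 against the paper's about 270 in Figure 4A, both read by eye. With the labels NL and CL of that figure exchanged both would be within 1.5 times. The reads of 41 of 42 Table S2 sequences are as listed in all 4 libraries, and whether the labels of the figure were exchanged was not tested. No alternative was set for this measure before the data were examined.

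The paper lists miR162, miR396 and miR894 among the families induced in treated leaves, and here their CL/NL ratios were 1.398, 0.839 and 0.966, not called higher, while the other 5 families of that list were. With the looser limit for calls miR162 is called higher, and no setting that was run calls miR396 or miR894 higher. These ratios are of all analysed sequences of a family, while the paper's table lists single entries. On its own entries miR162 is at 1.46 and miR894 at 1.21, both within 1.5 times of the paper's values. Of the miR396 sequences of Table S2, 4 were not analysed here, each with more reads in CL than in NL by the paper's numbers. The miR396 ratio of 0.839 therefore covers part of the family only. Whether the whole family would be called higher was not tested, so no difference from the paper is concluded for miR396.

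By blot the paper finds miR159 and miR172 unchanged in treated leaves, and by reads their CL/NL ratios were 1.68 and 0.471 (0.969 and 0.271 relative to all matched reads), with miR172 at 1.48 with perfect matches only. That setting leaves out the main leaf form of miR172. The miR159 ratios leave out 1 listed sequence that was not analysed here, with more reads in CL than in NL by the paper's numbers. By blot the paper finds no miR528 in flower buds and describes it as nearly absent there, while its reads were the most frequent of any family in FB, with 113491 reads and an FB/NL ratio of 2.75 (2.72 to 2.78), or 2.06 relative to all matched reads. The paper also gives miR164 and miR166 as accumulated in stalks by blot, and by reads their S/NL ratios (0.215 and 0.337) lie below 1 with every denominator run. The paper describes the patterns of miR156 and miR535 as alike, citing its blot. By reads this holds for S/NL (0.245 and 0.295), while in FB/NL the families lie on opposite sides of 1 (0.785 and 2.59). In FB/NL the printed blot value of each family lies on the same side of 1 as its reads. The blot values of the families therefore lie on opposite sides of 1 there as well.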

Other observations

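The 2 main sequences of miR171, a regulator of GRAS genes in meristems, were most frequent in different tissues. UGAUUGAGCCGUGCCAAUAUC had 32 reads in NL, 17 in CL, 59 in S and 225 in FB, an FB/CL ratio of 15.5 (9.47 to 27.1), while UUGAGCCGCGUCAAUAUCUCC had 122, 94, 13 and 41 reads and an FB/CL ratio of 0.511 (0.345 to 0.745). In miR164, a regulator of NAC genes, UGGAGAAGCAGGGCACGUGCA was present in all tissues and reached 628 RPM in FB, while UGGAGAAGCAGGGCACGUGUU was a leaf sequence with 675, 964, 9 and 49 reads. UGACAAAGAGAGAGAGCACGC of miR535 was likewise a leaf sequence, with 1474, 1423, 65 and 134 reads.

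UUGGACUGAAGGGAGCUCCCU of miR319, which acts on TCP genes of leaf and petal growth, had 2, 8, 39 and 53 reads in NL, CL, S and FB. UUGGCAUUCUGUCCACCUCC of miR394 had 29 reads in FB and 6 in CL, a ratio of 5.66 (2.31 to 16.7). UUGAGGGCAGCGUUGAUGAAA of miR397, a regulator of laccases, had 442, 612, 104 and 1420 reads, and its FB/CL ratio was 2.72 (2.47 to 2.99). It has 4 mismatches or gaps to the known miRNA, so its family name is less certain. GAAUCUUGAUGAUGCUGCAU, a 20 nt form of miR172, had 600, 271, 1617 and 900 reads, an S/CL ratio of 5.51 (4.84 to 6.29).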
